# miR-126-5p by direct targeting of JNK-interacting protein-2 (JIP-2) plays a key role in *Theileria*-infected macrophage virulence

**DOI:** 10.1371/journal.ppat.1006942

**Published:** 2018-03-23

**Authors:** Malak Haidar, Zineb Rchiad, Hifzur Rahman Ansari, Fathia Ben-Rached, Shahin Tajeri, Perle Latre De Late, Gordon Langsley, Arnab Pain

## Abstract

*Theileria annulata* is an apicomplexan parasite that infects and transforms bovine macrophages that disseminate throughout the animal causing a leukaemia-like disease called tropical theileriosis. Using deep RNAseq of *T*. *annulata*-infected B cells and macrophages we identify a set of microRNAs induced by infection, whose expression diminishes upon loss of the hyper-disseminating phenotype of virulent transformed macrophages. We describe how infection-induced upregulation of miR-126-5p ablates JIP-2 expression to release cytosolic JNK to translocate to the nucleus and trans-activate AP-1-driven transcription of *mmp9* to promote tumour dissemination. In non-disseminating attenuated macrophages miR-126-5p levels drop, JIP-2 levels increase, JNK1 is retained in the cytosol leading to decreased c-Jun phosphorylation and dampened AP-1-driven *mmp9* transcription. We show that variation in miR-126-5p levels depends on the tyrosine phosphorylation status of AGO2 that is regulated by Grb2-recruitment of PTP1B. In attenuated macrophages Grb2 levels drop resulting in less PTP1B recruitment, greater AGO2 phosphorylation, less miR-126-5p associated with AGO2 and a consequent rise in JIP-2 levels. Changes in miR-126-5p levels therefore, underpin both the virulent hyper-dissemination and the attenuated dissemination of *T*. *annulata*-infected macrophages.

## Author summary

*Theileria annulata*-infected bovine macrophages lose their hyper-disseminating virulent phenotype during long-term culture and are used as attenuated live vaccines to fight tropical theileriosis. Deep microRNA sequencing revealed that infection of both B cells and macrophages alters the expression of a large number of host cell microRNAs. We focused on miR-126-5p as its expression was induced by infection, but diminished in attenuated macrophages that had lost their disease causing disseminating phenotype. We show that miR-126-5p in virulent macrophages directly targets and suppresses a cytosolic scaffold protein called JNK-Interacting Protein-2 (JIP-2), so liberating JNK1 to enter the nucleus and phosphorylate c-Jun. This activates AP-1-driven transcription of *mmp9* that promotes tumour dissemination. In virulent macrophages, an adaptor protein called Grb2 recruits the tyrosine phosphatase PTP1B to AGO2 so decreasing AGO2 phosphorylation to increase miR-126-5p levels. By contrast, in attenuated macrophages AGO2 tyrosine phosphorylation increases and miR-126-5p levels drop leading to a regain in JIP-2 expression that retains JNK1 in the cytosol. This leads to decreased nuclear c-Jun phosphorylation and reduced *mmp9* production. Thus, variations in miR-126-5p levels underpin both virulent hyper-dissemination and attenuation of *T*. *annulata*-transfected macrophages.

## Introduction

*Theileria annulata* is an apicomplexan parasite causing a widespread disease called tropical theileriosis that is endemic to North Africa, the Middle East, vast parts of India and China [1]. The parasite can infect bovine B cells, but in the natural environment, predominantly infects macrophages. *Theileria*-infected leukocytes are transformed into tumour-like leukemias that display uncontrolled proliferation and increased ability to disseminate and invade organs and tissues [2, 3]. As the transformed state of *Theileria*-infected leukocytes can be reversed by drug (buparvaquone)-induced parasite death, molecular events related to *Theileria*-induced host cell transformation have been proposed to have an epigenetic basis [4]. Since attenuated vaccine lines used to fight tropical theileriosis are derived by long-term culture of virulent infected macrophages, and since many virulence traits can be restored by TGF-β2–stimulation of attenuated macrophages [5], loss of *Theileria*-infected macrophage virulence such as activation of the Activator Protein 1 (AP-1) transcription factor [6, 7] may also have an epigenetic element [8, 9].

Micro-ribonucleic acids (miRNAs) are small (17–25 bases long) single-stranded, non-coding RNAs [10, 11] that modulate diverse biological processes by normally binding to the 3′-untranslated region (3’-UTR) of target mRNAs, thus altering the post-transcriptional regulation of numerous genes [12–14]. However, miRNA can also bind to 5'-UTRs, introns and coding sequence of mRNA [15–17]. Post-transcriptional control of gene expression by miRNAs is increasingly recognized as a central part of host/pathogen interactions [18, 19]. The role of miRNAs in bacterial [20, 21], viral [22] and protozoan [23] infections is now well established. A role for miR-155 in the virulence of *T*. *annulata*-infected leukocytes occurs via its suppression of De-Etiolated Homolog 1 (DET-1) expression that diminishes c-Jun ubiquitination [9].

In order to obtain a global view of all bovine miRNAs expressed in different types of *T*. *annulata*-infected leukocytes and how they might contribute to parasite-induced leukocyte transformation and tumour dissemination we determined the miRNomes of infected macrophages (both virulent and attenuated) and infected B cells (TBL20 and TBL3) versus non-infected B cells (BL20 and BL3). Defining the miRNomes of different types of *T*. *annulata*-transformed leukocytes allowed us to observe that infection alters the expression of many known miRNAs. However, to identify miRNAs implicated in *Theileria*-transformed leukocyte dissemination, as opposed to immortalisation, we queried our datasets only for miRNAs whose expression is activated by infection, but dampened upon loss of transformed macrophage dissemination.

Here, we characterise the role of miR-126-5p in *T*. *annulata*-induced leukocyte transformation and attenuation of infected macrophage dissemination. The mixed lineage kinase dual leucine zipper kinase-1 (DLK1) is an established target of miR-126-5p [24]. DLK1 can selectively regulate the JNK-based stress response pathway via its interaction with the scaffolding protein JIP to form a specialized JNK signalling complex [25]. JIP-1 and JIP-2 bind selectively to JNK, but not to other related MAP kinases including p38 [26, 27] and their over-expression causes cytoplasmic retention of JNK; thereby preventing its nuclear translocation and its ability to phosphorylate specific nuclear substrates such as c-Jun [26]. Moreover, under basal conditions DLK1 is bound to JIP, but upon stimulation, DLK1 dissociates from JIP resulting in JNK translocation to the nucleus [28].

Within the nucleus Jun and Fos family members form homo- and hetero-dimers as part of the AP-1 transcription factor that binds to specific DNA sequences to drive target gene expression; a notable example being *mmp9*. The matrix metallo-proteinase MMP9 is associated with metastasis [29] and AP-1 is implicated in various cellular processes such as apoptosis [30], growth control [31] and cellular transformation [32]. Upon activation, JNK translocates to the nucleus to phosphorylate c-Jun that is a key transcription factor in the virulence-associated hyper-dissemination phenotype of *Theileria*-transformed leukocytes [2, 7]. Importantly, upon attenuation of *Theileria*-infected macrophage dissemination JNK activity decreases resulting in reduced c-Jun phosphorylation and decreased AP-1-driven transcription of *mmp9* [33]. We now demonstrate that *T*. *annulata* infection of B cells and macrophages leads to the up-regulation of miR-126-5p that ablates JIP-2 expression liberating cytosolic JNK1 to translocate to the nucleus and phosphorylate c-Jun. Conversely, in attenuated macrophages miR-126-5p levels drop, JIP-2 complexes reform retaining JNK in the cytosol leading to reduced nuclear c-Jun phosphorylation, dampened AP-1-driven transcription of *mmp9* and reduced traversal of matrigel. Thus, high miR-126-5p levels contribute to *Theileria*-transformed leukocyte dissemination and reduced miR-126-5p levels contribute to attenuation of the virulent hyper-dissemination phenotype.

## Results

### Identification of differentially expressed (DE) miRNAs

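The miRNomes of bovine leukocytes were read from 17 small RNA libraries of 6 groups. BL20 and BL3 are uninfected bovine B cell lines, and TBL20 and TBL3 are the same lines infected with *T. annulata*. The macrophages belong to an infected line that disseminates at passage 62 (virulent) and has lost much of that ability at passage 364 (attenuated). There were 2 libraries of BL20, replicates 2 and 3, and 3 of every other group. A further replicate of BL20 was not analysed here. The total count was 5611491 and 7636549 in BL20, 1503735 to 10250005 in TBL20 (median 2620565), 12762610 to 15677041 in BL3 (median 12960184), 1515466 to 3289103 in TBL3 (median 2797839), 5167171 to 15059858 in virulent macrophages (median 8845779) and 6426123 to 8953062 in attenuated macrophages (median 8070568). The infected B cell libraries were therefore mostly the shallower ones, and miRNAs of low level are measured less precisely in them. The replicates are described as a triplicate design, and no source used here says that they came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

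The authors isolated RNA with the mirVana kit, prepared TruSeq small RNA libraries, checked the reads with FastQC and mapped them with SOAP within mirTools to the bovine genome bosTau7, miRBase and Rfam. They deposited the raw count of each known mature miRNA, in a separate table for each comparison. The number of mismatches allowed, and how reads that match several miRNAs were counted, are not given in the sources used here, so values of near-identical family members (the let-7, miR-30 and miR-181 families, miR-105a with miR-105b, miR-23a with miR-23b, miR-27a with miR-27b) are uncertain. The paper names an earlier and a later HiSeq instrument, where the sample records name the later alone. Which library was read on which instrument is not given in the sources used here, so a difference between instruments could not be tested.

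A few miRNAs held much of each library. miR-181a, a regulator of lymphocyte development, took 35.1% ± 1.66 (SD, n = 2) of the counts in BL20 and 8.41% ± 1.93 (SD, n = 3) in TBL20, and 32.5% ± 1.04 (SD, n = 3) in BL3 and 2.13% ± 0.0431 (SD, n = 3) in TBL3. The oncomiR miR-155 was the most abundant miRNA of the macrophages, at 10.2% ± 0.765 (SD, n = 3) of the counts in virulent and 15.1% ± 0.927 (SD, n = 3) in attenuated cells. Counts were therefore scaled by TMM, which sets the bulk of miRNAs to no change, and each comparison was normalized within its own table. The TMM factors were 0.621 to 0.694 in uninfected B cells, 1.23 to 1.56 in infected B cells and 0.966 to 1.03 in macrophages. Scaling by library size only moves the median log2 fold change by 1.11 in TBL20 and by 1.20 in TBL3, and upper quartile scaling moves it by -0.21 in TBL3 and by -0.13 in macrophages, so that every change below is relative to the other miRNAs of the same libraries. miRNAs that passed edgeR's filter at a minimum count of 10 were tested with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Levels are counts scaled to a common library total with the TMM factors (CPM). Where a group has no count, a fold is a lower bound against 3 counts over the group, and where it has 1 to 3 counts the ratio is given with its 95% interval. These intervals and floors cover counting error only.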

To identify miRNAs whose expression is altered upon infection by *T*. *annulata* we determined the miRNomes of both infected versus non-infected B cells and virulent versus attenuated macrophages. 

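In infected TBL20 B cells, the oncogenic miR-125b and its neighbour miR-100, the NF-κB-induced miR-146a, the leukocyte oncomiR miR-155 and members of the miR-23a/27a/24-2 cluster were higher than in BL20, and miR-181a, miR-181b and miR-181c of the lymphoid miR-181 family were lower. miR-125b was at 26.2 ± 3.27 normalized CPM in BL20 (SD, n = 2) and 719 ± 112 in TBL20 (SD, n = 3, log2 fold change 4.78, standard error 0.26, edgeR adjusted p = 4.81e-07). miR-155 was also higher (log2 fold change 1.13, standard error 0.17, edgeR adjusted p = 5.80e-04). miR-181a fell from 555128 ± 18596 to 61944 ± 13891 (log2 fold change -3.16, standard error 0.22, edgeR adjusted p = 2.50e-06). miR-486, an abundant miRNA of red cells, fell from 180321 ± 6451 to 22157 ± 1146 (log2 fold change -3.02, standard error 0.16, edgeR adjusted p = 4.81e-07).

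Among miRNAs whose libraries did not overlap between the groups, further large rises were those of miR-6526, at a log2 fold change of 4.58, miR-105b at 4.35, miR-100 at 3.67, miR-146a at 2.96, miR-138 at 2.86 and miR-105a at 2.84. Large falls were those of miR-133a, a miRNA of muscle, at -6.04, miR-200c at -5.55, miR-30f at -3.86, miR-149-5p at -3.34, miR-127 at -2.94, miR-30a-5p at -2.67 and miR-196a at -2.59. miR-145 had 1 count in BL20, and its ratio was 24.5 (95% counting interval 4.23 to 985). The call of miR-145 ends without BL20 replicate 2, and it is not tested without TBL20 replicate 1. miR-2461-3p had 3 counts in BL20, with a ratio of 8.17 (95% counting interval 2.66 to 40.8), and its call ends with DESeq2 and without either BL20 library. The call of miR-211, lower at -2.73, ends with DESeq2, with library size only and without BL20 replicate 3, and it is not tested without BL20 replicate 2 or TBL20 replicate 1.

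miRNA families and cell type markers were taken as lists written down before the data were examined, with the values of the paper's S1 and S2 Tables already seen, so that counts over them are not independent of the study's own picks. Of 3 members of the X-linked miR-105 and miR-767 cluster, 3 were higher (3 adjusted over the list alone). The list stood above other miRNAs (limma's camera, adjusted p = 0.00321, and adjusted p = 0.230 with an estimated correlation). Of 4 miR-181 members, 3 were lower and miR-181d, at -1.61, did not pass, and miR-181c is not tested without TBL20 replicate 1 (4 lower adjusted over the list alone, limma's camera, adjusted p = 0.00321, and adjusted p = 0.230 with an estimated correlation). Of 6 tested members of the miR-23a/27a/24-2 cluster and its paralog, 4 were higher (miR-23a 2.47, miR-27a-3p 2.46, miR-27a-5p 2.50, miR-24-3p 1.90), and miR-27b was lower, which it is not with scaling by library size only or without BL20 replicate 2. The counts adjusted over the list alone were likewise 4 and 1 (limma's camera, adjusted p = 0.0441, and adjusted p = 0.263 with an estimated correlation). Of 3 tested miRNAs of the miR-99/100, let-7 and miR-125 clusters, miR-100 and miR-125b were higher and let-7c, at -2.20, was lower, though not with library size only (the counts adjusted over the list alone were 2 and 1, limma's camera, adjusted p = 0.0441, and adjusted p = 0.263 with an estimated correlation).

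Among 4 tested miRNAs of the myeloid list, miR-146a, miR-24-3p and miR-27a-3p were higher and miR-21-5p was lower, the last not with library size only, at least 50 counts or without either BL20 library or TBL20 replicate 2 (3 and 1 adjusted over the list alone, limma's camera, adjusted p = 0.0436, and adjusted p = 0.263 with an estimated correlation). Of these, miR-24-3p and miR-27a-3p also belong to the miR-23a list, and miR-146a and miR-21-5p to the NF-κB-induced list. Its result is therefore not separate from those lists and cannot be read as a myeloid signal. Of 6 lymphoid miRNAs, miR-155 was higher and miR-150, miR-181a and miR-181b were lower, and 3 were higher and 3 lower with library size only (1 and 3 adjusted over the list alone, limma's camera, adjusted p = 0.0520). The mesenchymal miR-143, miR-145 and miR-199a-3p were all higher, 3 of 3 tested (3 adjusted over the list alone, limma's camera, adjusted p = 0.0520), though the call of miR-199a-3p ends under most alternatives, DESeq2, RLE or upper quartile scaling, no filter and leaving out either BL20 library or TBL20 replicate 2 among them. Of the markers of red cells, muscle and liver, 1 was tested in each list, miR-486, miR-133a and miR-122, and each was lower, the last not with DESeq2 or without BL20 replicate 3.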

The comparison between *T*. *annulata*-infected TBL20 B lymphocytes and their uninfected counterparts revealed potential involvement of many miRNAs in the transformation of the host cells, as reflected by the changes in their expression levels (Fig 1A). We analyzed the differential expression (DE) of our miRNA sequencing data using DESeq2 [34]. 

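Differences between infected TBL20 and uninfected BL20 cells included those of the nearly lymphoid-restricted miR-150 (-2.10) and let-7b (-2.39), lower as log2 fold changes, and those of miR-143 (2.28), miR-34c (1.59) and miR-497 (1.44), higher. At an edgeR adjusted p under 0.05, 100 of the 254 tested miRNAs differed, 47 higher and 53 lower in TBL20, and 127 did so at an unadjusted p under 0.05. miR-92a, of the oncogenic miR-17-92 cluster, took 35.6% ± 0.622 (SD, n = 2) of the counts in BL20 and 60.0% ± 3.93 (SD, n = 3) in TBL20. Relative to the other miRNAs it was at -0.35 (standard error 0.18, edgeR adjusted p = 0.157). Among 15 tested members of the miR-17-92 cluster and its paralogs, miR-363 (0.79) was higher, miR-20a (-0.57) and miR-93 (-0.51) were lower and 12 did not pass, where with library size only 13 were higher and 0 lower (1 and 0 adjusted over the list alone, limma's camera, adjusted p = 0.969). These 3 calls end without either BL20 library, and those of miR-20a and miR-93 also with DESeq2, at least 50 counts, all 17 libraries in one fit or without TBL20 replicate 2. Among 8 let-7 members 0 were higher, 3 lower and 5 did not pass, and with library size only 5 were higher and 1 lower (1 and 3 adjusted over the list alone, limma's camera, adjusted p = 0.591). Of 6 miR-30 members 0 were higher and 2 lower, and 4 were higher and 2 lower with library size only (0 and 2 adjusted over the list alone, limma's camera, adjusted p = 0.0676).

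The libraries of TBL20 and BL20 did not overlap for 163 miRNAs, or 64.2% of those tested, where chance gives 20%. With scaling by library size only, 176 miRNAs differed, 153 higher and 23 lower. The call of let-7a-5p, 1 of the 3 let-7 members, ends with DESeq2, all 17 libraries in one fit or upper quartile scaling and without either BL20 library or TBL20 replicate 2. With 1 BL20 library left the count was 51 (without replicate 2) or 58 (without replicate 3), the lone library being assumed to vary like the others.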

115 miRNAs are differentially expressed in TBL20 as compared to BL20 with a cutoff of adjusted p value < 0.05. In order to increase the confidence level and limit our analysis to the most significantly DE miRNAs we used a second pipeline, baySeq [35]. Both DESeq2 and baySeq are highly specific and sensitive tools for the detection of differential expression [36]. We consider a miRNA differentially expressed (DE) following two criteria: a) fold change (FC) greater than 2 and b) adjusted p value less than 0.05 (DESeq2) and FDR less than 0.1 (baySeq). 

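In TBL20, miRNAs that differed from BL20 by more than 2-fold included both tested members of the epithelial miR-200 family. miR-200c fell from 72.1 ± 13.5 normalized CPM in BL20 (SD, n = 2) to 1.57 ± 0.701 in TBL20 (SD, n = 3), and miR-141 had no count in TBL20, so that it was at least 21.7-fold lower. Of the NF-κB-induced list, miR-146a, miR-155 and miR-21-3p (1.06) were higher by over 1 on the log2 scale. miR-146b (-1.69) and miR-21-5p (-0.73) were lower at an edgeR adjusted p of 0.00121 and 0.0180, and with library size only 4 of the 8 tested members were higher and 0 lower (3 higher and 2 lower adjusted over the list alone, limma's camera, adjusted p = 0.478). The call of miR-21-3p ends without either BL20 library, without TBL20 replicate 3 or without the most abundant miRNA, and that of miR-21-5p without either BL20 library or TBL20 replicate 2. miR-141 is not tested without either BL20 library or without TBL20 replicate 1.

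With the fold change criterion, 73 miRNAs differed at an edgeR adjusted p under 0.05, 37 higher and 36 lower in TBL20. BaySeq was not run here, so that its criterion (FDR under 0.1) is not part of this count. With scaling by library size only 148 passed, 130 higher and 18 lower, and 48 passed a test against a 2-fold change itself, 23 higher and 25 lower.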

Finally, we compared the lists of up- and down-regulated miRNAs from both DESeq2 and baySeq and retained only miRNAs identified as DE in both pipelines (S1 Table).

**Fig 1:**

*T*. *annulata* infection modulates the host cells miRNome. **A**. Scatter plot illustrating the log2 fold change of the host cell’s miRNAs in TBL20, TBL3 and attenuated macrophages compared to BL20 and BL3 cells and virulent macrophages. Blue and red dots represent up- and down-regulated miRNAs, respectively (Log2FC>1). **B**. Semi-circular histogram representing the Fold Change values of the common DE miRNAs in TBL20 and TBL3 compared to their uninfected B cells (BL20 and BL3) and their expression in attenuated macrophages versus virulent macrophages. miRNAs are considered differentially expressed (DE) following two criteria: a) fold change (FC) greater than 2 and b) adjusted p value less than 0.05 (DESeq2) and FDR less than 0.1 (baySeq). Orange and green represent down and up-regulated miRNAs, respectively. The miRNA of interest, miR-126-5p, is framed in blue. **C. Left**. qRT-PCR confirmation of the sequencing results in *Theileria*-infected BL20 lymphocytes. **Right**. qRT-PCR confirmation of miR-126-5p and miR-126-3p levels in *Theileria*-infected macrophages. **D. Left**. qRT-PCR confirmation of the relative expression of miR-126-5p in TBL20 compared to BL20 B lymphocytes. **Middle**. qRT-PCR confirmation of the cellular levels of miR-126-5p following transfection of virulent macrophages with inhibitor (Vi) and attenuated macrophages with mimic sequences (Am). **Right**. qRT-PCR confirmation of the cellular levels of miR-126-5p in TBL20 following transfection with mimic (TBL20m) or inhibitor (TBL20i) sequences. The error bars show SD values from 3 biological replicates.

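Between attenuated and virulent macrophages few miRNAs differed, among them the X-linked miR-105 and miR-767 cluster and the oncomiR miR-155, higher after attenuation, and the p53-responsive miR-34c and the *HOX*-cluster miRNA miR-10a, lower. miR-767 was at 476 ± 57.7 normalized CPM in virulent and 1657 ± 176 in attenuated cells (SD, n = 3 each, log2 fold change 1.80, standard error 0.16, edgeR adjusted p = 1.53e-06). miR-155 rose from 100327 ± 6666 to 154123 ± 12660 (log2 fold change 0.62, standard error 0.09, edgeR adjusted p = 4.20e-04). miR-34c fell from 33.8 ± 3.66 to 2.05 ± 0.739 (log2 fold change -3.99, standard error 0.26, edgeR adjusted p = 1.11e-07), and miR-10a from 349 ± 23.5 to 58.6 ± 11.2 (log2 fold change -2.58, standard error 0.18, edgeR adjusted p = 2.03e-07). Further changes were those of miR-105a (1.76), miR-105b (1.66), miR-365-5p (1.35), miR-449b (1.29), miR-2887 (1.18), miR-193b (1.11), miR-10b (-1.29) and miR-95 (-1.15), as log2 fold changes. let-7b was lower on 37 counts in virulent and 6 in attenuated cells, and it is not called without any 1 of the 6 libraries.

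The calls of let-7b and miR-10b end with DESeq2, the replicate block or all 17 libraries in one fit, that of miR-10b also without virulent replicate 2 or 3 or attenuated replicate 1 or 3, and that of miR-95, among others, when all 17 libraries are in one fit, where miR-365-5p, miR-449b and miR-449c do not pass the filter and are not tested. In all, 22 of 302 tested miRNAs differed at an edgeR adjusted p under 0.05, 14 higher and 8 lower in attenuated cells, and 64 at an unadjusted p under 0.05. Of the 22, 13 differed by more than 2-fold, 8 higher and 5 lower. The share of higher calls was 63.6% with TMM, 48.1% with library size only (13 higher, 14 lower) and 44.4% with upper quartile scaling (12 higher, 15 lower). The libraries of the groups did not overlap for 76 miRNAs, or 25.2%, where chance gives 10%. Without filter 34 differed, with all 17 libraries in one fit 9 and without virulent replicate 3, 14. Of the lists, the miR-105 and miR-767 cluster alone passed, with 3 of 3 members higher (3 adjusted over the list alone, limma's camera, adjusted p = 3.19e-13, and adjusted p = 0.0334 with an estimated correlation). Of 5 tested miR-34 and miR-449 members, miR-449b and miR-449c (0.60) were higher, the latter not with library size only, RLE or upper quartile scaling, no filter or any library but virulent replicate 2 left out, miR-34c was lower and 2 did not pass (3 and 1 adjusted over the list alone, limma's camera, adjusted p = 0.985). Of 4 mesenchymal miRNAs, miR-10b was lower and 3 did not pass (1 higher and 1 lower adjusted over the list alone). Of 4 myeloid miRNAs, miR-21-5p (-0.43, edgeR adjusted p = 0.0465) was lower and 3 did not pass (0 higher and 1 lower adjusted over the list alone), a call that ends with all 17 libraries in one fit, without the most abundant miRNA, and without virulent replicate 1 or 3 or attenuated replicate 1 or 2.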

In addition to TBL20, we characterize the DE miRNAs in a different B cell line: TBL3. Similarly, we identified the DE miRNAs in infected TBL3 as compared to their uninfected counterparts, BL3, using the same pipelines and criteria (S2 Table). 

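In infected TBL3 cells, miR-99a, miR-100 and miR-125b, which lie in related clusters with let-7 genes, rose together with the miR-23a/27a/24-2 cluster, miR-146a and miR-155, and 5 of 6 miRNAs of lymphoid cells fell. miR-99a-5p was at 1.19 ± 0.757 normalized CPM in BL3 and 1269 ± 264 in TBL3 (SD, n = 3 each, log2 fold change 10.09, standard error 0.42, edgeR adjusted p = 6.78e-08). miR-27a-3p rose from 304 ± 6.71 to 16992 ± 2349 (log2 fold change 5.80, standard error 0.14, edgeR adjusted p = 3.78e-09) and miR-155 from 2665 ± 204 to 25034 ± 1225 (log2 fold change 3.23, standard error 0.10, edgeR adjusted p = 1.41e-08). miR-181a fell from 492634 ± 12663 to 14059 ± 911 (log2 fold change -5.13, standard error 0.09, edgeR adjusted p = 4.47e-10). The less characterized miR-6526 rose from 0.527 ± 0.350 to 347 ± 65.9 (log2 fold change 9.35, standard error 0.35, edgeR adjusted p = 3.93e-08), and miR-30f fell from 1902 ± 124 to 8.52 ± 0.860 (log2 fold change -7.81, standard error 0.17, edgeR adjusted p = 1.84e-09).

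Other large rises, as log2 fold changes, were those of miR-100 (9.24), miR-125b (9.15), let-7c (7.26), miR-146a (5.51) and miR-24-3p (5.53). miR-767 had no count in BL3 and was at least 111-fold higher in TBL3, and the ratio of miR-449a, with 3 counts in BL3, was 301 (95% counting interval 102 to 1468). Large falls were those of miR-196a (-8.45), miR-133a (-7.99), miR-150 (-7.47), miR-149-5p (-6.66), miR-30a-5p (-6.27), miR-95 (-5.86) and miR-6121-3p (-5.86). miR-1, a muscle miRNA, had no count in TBL3 and was at least 23.2-fold lower. Of 304 tested miRNAs, 230 differed at an edgeR adjusted p under 0.05, 122 higher and 108 lower, and 231 at an unadjusted p under 0.05. Of the 230, 174 differed by more than 2-fold, 95 higher and 79 lower. With scaling by library size only 241 differed, 198 higher and 43 lower. The libraries of TBL3 and BL3 did not overlap for 237 miRNAs, or 78.0%, where chance gives 10%.

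Of 6 tested members of the miR-23a/27a/24-2 cluster and its paralog, 6 were higher (6 adjusted over the list alone, limma's camera, adjusted p = 0.00255, and adjusted p = 0.217 with an estimated correlation). Of 8 miRNAs of the miR-99/100, let-7 and miR-125 clusters, 5 were higher and 3 did not pass (5 adjusted over the list alone, limma's camera, adjusted p = 0.00462, and adjusted p = 0.217 with an estimated correlation). Of 9 let-7 members, 8 were higher and 1 did not pass, as for let-7g (2.89) and let-7a-5p (1.24, 8 adjusted over the list alone, limma's camera, adjusted p = 0.00255, and adjusted p = 0.217 with an estimated correlation). Both tested members of the miR-105 and miR-767 cluster were higher, miR-105b by at least 15.7-fold on 20 counts, too few to be tested without any 1 of the BL3 libraries or without TBL3 replicate 1 or 3. All 6 miR-30 members were lower, where 2 were higher and 3 lower with library size only (6 adjusted over the list alone, limma's camera, adjusted p = 0.00322, and adjusted p = 0.226 with an estimated correlation). The call of miR-30d (-0.30) also ends with DESeq2, RLE factors, at least 50 counts, the replicate block, all 17 libraries in one fit or thinning, without the most abundant miRNA and without BL3 or TBL3 replicate 3. Of 6 lymphoid miRNAs, miR-155 was higher and 5 were lower, 3 of them lower with library size only (1 and 5 adjusted over the list alone, limma's camera, adjusted p = 0.0350, and adjusted p = 0.217 with an estimated correlation). Of 4 myeloid miRNAs, miR-146a, miR-24-3p and miR-27a-3p were higher and miR-21-5p (-1.20) was lower, the last not with library size only (3 and 1 adjusted over the list alone, limma's camera, adjusted p = 0.0458, and adjusted p = 0.217 with an estimated correlation). The myeloid miR-223 had counts of 24, 15 and 33 in BL3 and 1, 0 and 0 in TBL3, too few to be tested. Of 4 mesenchymal miRNAs, 3 were higher, as for miR-199b (6.44, 3 adjusted over the list alone, limma's camera, adjusted p = 0.0458, and adjusted p = 0.217 with an estimated correlation). miR-486, miR-133a and miR-122, of red cells, muscle and liver, were lower, the last not tested without any 1 BL3 library.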

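In both infected B cell lines, miR-125b and miR-100, miR-23a, miR-27a-3p and miR-24-3p, miR-146a, miR-155, miR-6526 and miR-767 were higher than in the uninfected counterparts, and miR-181a, miR-150, miR-30a-5p, miR-30f, miR-133a, miR-196a and miR-486 were lower. miR-23a was at a log2 fold change of 4.66 in TBL3 (standard error 0.17, edgeR adjusted p = 3.38e-08). miR-181b was at -1.95 in TBL20 and -3.72 in TBL3. miR-486 fell from 14968 ± 1785 normalized CPM in BL3 to 519.5 ± 67.4 in TBL3 (SD, n = 3 each). Of the epithelial miR-200 family, miR-141 (-2.85) and miR-200c (-2.11) were lower in TBL3 as well, the latter not with library size only.

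Of 231 miRNAs tested in both comparisons, 31 were higher by more than 2-fold in TBL20 and 71 in TBL3 at an edgeR adjusted p under 0.05, and 24 in both, where independent lists of these sizes share 9.53 (one-sided Fisher's exact test, p = 9.76e-09). 34 were lower in TBL20 and 59 in TBL3, and 18 in both, where independent lists share 8.68 (one-sided Fisher's exact test, p = 1.85e-04). miRNAs of a cluster are made together, so that these tests count more independent items than there are. 8 moved in opposite directions, let-7b, let-7c, miR-146b, miR-320a, miR-497, miR-532, miR-660 and miR-2904, but with library size only the calls of let-7c, miR-146b, miR-320a, miR-532 and miR-660 in TBL20 and of miR-497 in TBL3 end. The call of miR-146b in TBL3 also ends without BL3 replicate 1 or 2 or TBL3 replicate 2. Of the 42 shared miRNAs, 21 are among the 25 that the paper's S1 and S2 Tables both list. With library size only 85 were higher and 11 lower in both lines, and with a filter at 50 counts 15 were higher.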

The comparison between the lists of DE miRNAs in TBL20 and TBL3 shows that there are 19 common differentially expressed miRNAs: 9 up- and 10 down-regulated. 

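Most miRNAs that rose or fell in both infected B cell lines did not pass the test between attenuated and virulent macrophages. miR-105b, miR-155 and miR-767, up in TBL20 and TBL3, were also higher in attenuated than in virulent macrophages, though miR-105b rests on 20 counts in TBL3 and is not tested there without any 1 BL3 library. miR-6526 was the exception in direction. It rose in both infected B cell lines, and was at 105 ± 19.1 normalized CPM in virulent and 63.3 ± 5.51 in attenuated macrophages (SD, n = 3 each, log2 fold change -0.73, standard error 0.18, edgeR adjusted p = 0.0242). The call of miR-6526 ends without virulent replicate 1 (log2 fold change -0.61), virulent replicate 2 (-0.76) or attenuated replicate 2 (-0.70), and with all 17 libraries in one fit (-0.64). The cluster mates miR-23a (-0.04), miR-27a-3p (-0.09) and miR-24-3p (-0.26), miR-125b (-0.07) and the NF-κB-induced miR-146a (0.26) did not pass.

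Of the 24 miRNAs higher in both B cell lines by more than 2-fold, 23 were tested in macrophages: 3 were higher after attenuation, 1 was lower and 19 did not pass an edgeR adjusted p of 0.05 (3 and 1 adjusted over the list alone). Of the 18 lower in both, 12 were tested and 0 were higher or lower, and adjusted over the list alone 1, miR-30a-5p (-0.71), was lower. The list is the study's own kind of selection on the B cell libraries and not independent evidence for them, while the macrophage libraries took no part in it. miR-30f was not tested, with counts of 1, 13 and 11 in virulent and 11, 5 and 8 in attenuated cells. With library size only, 10 shared miRNAs passed in macrophages, 5 higher and 5 lower, and without filter 7, 4 higher and 3 lower.

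**Figure D1:**
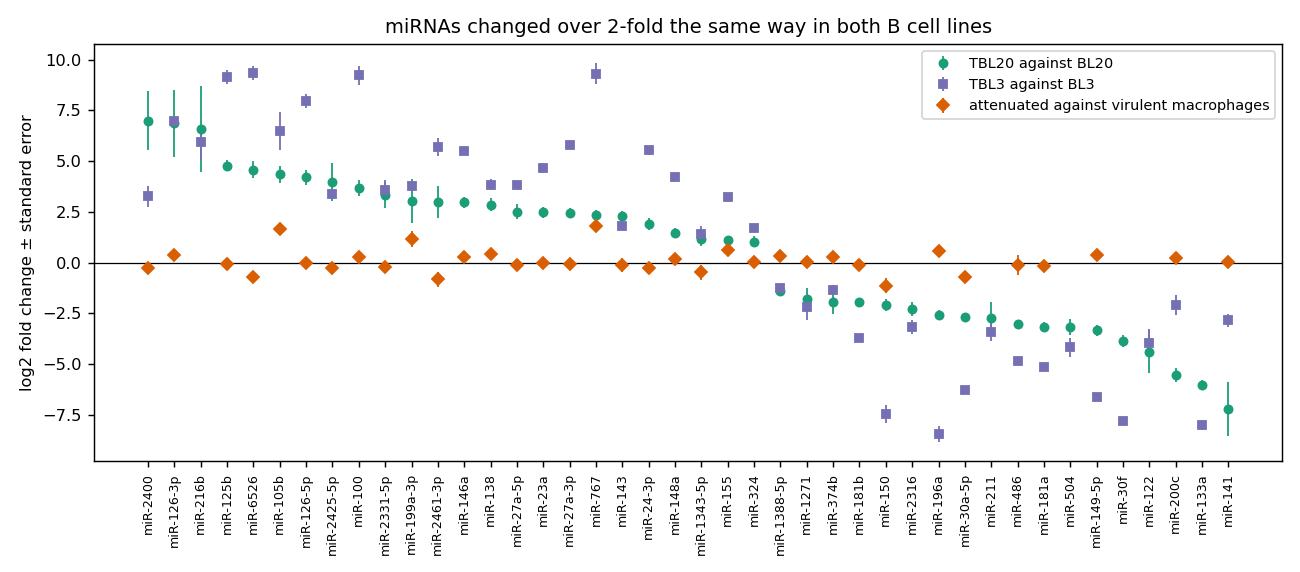
Log2 fold change with its standard error (vertical axis) of the 42 miRNAs changed by more than 2-fold the same way in TBL20 against BL20 and in TBL3 against BL3 (each miRNA at its place on the horizontal axis), and, where tested, in attenuated against virulent macrophages (diamonds). The macrophage values lie between -1.14 and 1.80, closer to 0 than most B cell values, by which the miRNAs were selected. Over all tested miRNAs, without selection, the median absolute log2 fold change was 0.767 in TBL20, 1.26 in TBL3 and 0.246 in macrophages. Folds of miRNAs without counts in a group depend on the prior count.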

We followed the expression of these 19 DE miRNAs in virulent compared to attenuated macrophages (Fig 1B). This identified miR-126-5p as a miRNA upregulated after *T*. *annulata* infection of B lymphocytes in 2 independent cell lines (TBL20 and TBL3) and down-regulated in attenuated macrophages that have lost their hyper-disseminating phenotype.

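miR-126-5p, the 5′ arm of a miRNA of endothelial and blood cells, was much more abundant in infected than in uninfected B cells, and was present at like levels in virulent and attenuated macrophages. It was at 5.13 ± 1.04 normalized CPM in BL20 (SD, n = 2) and 93.9 ± 29.8 in TBL20 (SD, n = 3, log2 fold change 4.20, standard error 0.37, edgeR adjusted p = 1.21e-05), on 42 and 1794 counts. In the other B cell line it rose from 2.86 ± 1.57 in BL3 to 719.8 ± 56.3 in TBL3 (SD, n = 3 each, log2 fold change 7.97, standard error 0.35, edgeR adjusted p = 8.48e-08). In macrophages it was at 9939 ± 156 in virulent and 9758 ± 314 in attenuated cells (SD, n = 3 each, log2 fold change -0.03, standard error 0.11, edgeR adjusted p = 0.892). The 95% interval of this log2 fold change is -0.25 to 0.20, and the exact two-sided permutation test of the 3 against 3 libraries gives p = 0.5, where 0.1 is the smallest p it allows. The macrophages thus held more miR-126-5p relative to their other miRNAs than the infected B cells, though the tables were normalized separately. Every TBL20 library was above both BL20 libraries, and every TBL3 library above the 3 of BL3. From the rise in both infected B cell lines and a lower level in the attenuated macrophages that have lost their hyper-disseminating phenotype, the paper states that this comparison identified miR-126-5p, which it then follows in qRT-PCR and functional assays.

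**Figure D2:**
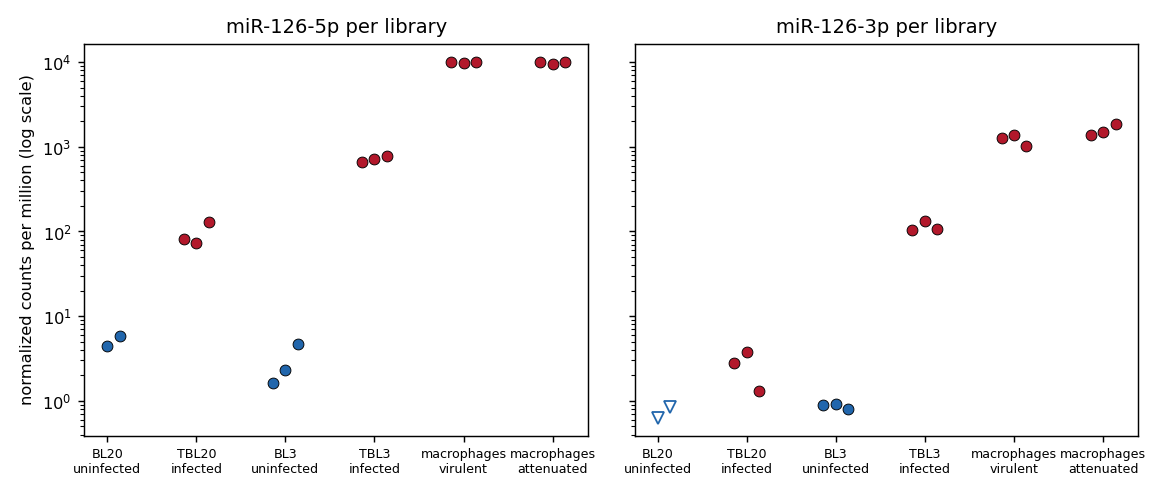
Normalized CPM (log axis) of miR-126-5p and miR-126-3p in each library of the 6 groups, with uninfected cells in blue and infected cells in red. Open triangles mark BL20 libraries with 0 counts of miR-126-3p, drawn at the level of 3 counts. Each comparison was normalized on its own. The 5p arm lies at 2.86 in BL3, 719.8 in TBL3, 9939 in virulent and 9758 in attenuated macrophages.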

As expected for transformed leukocytes the biological functions of the DE miRNAs are annotated as being associated with “oncogenesis”, with the exception of miR-6526 and miR-30f that are not well characterized. The reported functions of the DE miRNAs are therefore consistent with the cancer-like phenotype of *T*. *annulata*-infected leukocytes. To confirm the sequencing results, we randomly selected 10 DE miRNAs, 5 up- and 5 down-regulated and verified their expression qRT-PCR (Fig 1C, left). All tested miRNAs, including miR-126-5p, confirmed the miRNA sequencing data for DE.

#### Validation of miR-126-5p expression levels

miR-126-5p is upregulated upon infection of B cells and in virulent *Theileria*-infected macrophages, and becomes significantly down-regulated upon attenuation of their dissemination capacity (Fig 1C, right and D, left). We overexpressed and inhibited levels of miR-126-5p by transfecting infected leukocytes with miR-126-5p agonists (mimic) and antagonists (inhibitor) (Fig 1D, middle & right). As expected, transfection of *T*. *annulata*-infected TBL20 B cells with antagonist suppressed miR-126-5p expression, where by contrast, transfection with the agonist increased miR-126-5p expression. In macrophages attenuated for dissemination miR-126-5p levels are lower and transfection with the agonist raised miR-126-5p expression, whereas transfection of virulent disseminating macrophages with the antagonist lowered miR-126-5p expression. Clearly, transfection with inhibitor suppresses miR-126-5p expression, and transfection of the mimic greatly increased miR-126-5p expression.

#### Grb2 recruits PTP1B to AGO2 ablating its tyrosine phosphorylation rendering it permissive for miR-126-5p loading

Human miR-126 (which usually refers to the 3′ part of the transcript, also called miR-126-3p) is located within the 7th intron of *EGFL7* gene [37–39]. miR-126-5p refers to the 5′ part of the transcript that is the analogous strand to miR-126-3p, which binds to the main miR-126 transcript in the stem loop structure of the pre-miRNA [38]. 

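The bovine gene lies in the same host: in the annotation of the bovine assembly ARS-UCD2.0, *MIR126* is inside *EGFL7*. Both arms of the bovine precursor were counted. In BL20, miR-126-5p had 21 counts in each library and miR-126-3p 0. In TBL20 the 5p arm had 1174, 134 and 486 counts and the 3p arm 40, 7 and 5, so that miR-126-3p was at least 7.20-fold higher than in BL20 (edgeR adjusted p = 0.0100), a call that ends without BL20 replicate 2 (adjusted p = 0.0803) or 3 (adjusted p = 0.0526), and without TBL20 replicate 1 it is not tested. In TBL3 miR-126-3p was at 115 ± 16.0 normalized CPM, against 0.871 ± 0.0549 in BL3 (SD, n = 3 each, log2 fold change 7.00, standard error 0.22, edgeR adjusted p = 1.39e-08). In macrophages it was at 1221 ± 176 in virulent and 1574 ± 248 in attenuated cells (SD, n = 3 each, log2 fold change 0.37, standard error 0.16, edgeR adjusted p = 0.206, 95% interval 0.02 to 0.71). The exact two-sided permutation test of the 3 against 3 macrophage libraries gave p = 0.1 for miR-126-3p, the smallest it allows.

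The 5p arm held most miR-126 counts in each group. Its share of the counts of both arms was 96.9% ± 1.98 (SD, n = 3) in TBL20, 73.8% ± 10.3 (SD, n = 3) in BL3, 86.3% ± 1.73 (SD, n = 3) in TBL3, 89.1% ± 1.55 (SD, n = 3) in virulent and 86.1% ± 1.78 (SD, n = 3) in attenuated macrophages. In BL20 it was 42 of 42 counts. The log2 ratio of the arms (0.5 added to each count) was higher by 1.14 in TBL3 than in BL3, and its difference between attenuated and virulent macrophages was -0.39. Each of these had a p of 0.1 in an exact two-sided permutation test, the smallest that 3 against 3 allows. Ratios of arm counts also carry ligation and amplification biases of the library preparation, which are alike within a comparison only if the preparation was.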

Although miR-126-5p and miR-126-3p are derived from the same precursor miRNA, only miR-126-5p and not miR-126-3p targets *DLK1* suggesting they have distinct target-gene specificities [24].

*T*. *annulata*-infection of B cells and macrophages results in increased levels of miR-126-5p, while miR-126-3p levels remain low (Fig 1C, right), despite both *EGFL7* (S1 Fig) and pre-miR-126 being equivalently expressed in virulent and attenuated macrophages (Fig 2A). This suggested that only miR-126-5p, and not miR-126-3p, is taken up by AGO2 and protected from degradation [40]. By contrast, in attenuated macrophages miR-126-5p levels drop consistent with it no longer being associated with AGO2. Attenuated macrophages are more oxidatively stressed than virulent macrophages [41] and oxidative stress is known to inhibit PTP1B (Protein Tyrosine Phosphatase 1B) resulting in increased tyrosine phosphorylation of AGO2 and diminished loading of microRNAs [42]. AGO2 was therefore immunoprecipitated from virulent and attenuated macrophages and the phosphorylation status of AGO2 was examined using a phospho-tyrosine specific antibody (Fig 2B, left top panel). Clearly, tyrosine phosphorylation is increased in attenuated macrophages due to reduced amount of PTP1B being associated with AGO2. To confirm this, PTP1B and AGO2 were immunoprecipitated from both virulent and attenuated macrophages and the amount of AGO2 in PTP1B precipitates and PTP1B in AGO2 precipitates examined (Fig 2B, right middle panel). PTP1B was only found associated with AGO2 in virulent macrophages explaining the difficulty to detect it tyrosine phosphorylated. The expression levels of PTP1B and AGO2 are compared to actin in Fig 2C.

**Fig 2:**

Grb2 recruits PTP1B to AGO2 ablating its tyrosine phosphorylation rendering it permissive for miR-126-5p loading. **A**. Relative expression of pre-miR-126 in virulent (V) and attenuated (A) *Theileria*-infected macrophages. **B**. Immunoprecipitation analyses with anti-AGO2 and anti-PTP1B antibodies using whole cell lysates derived from virulent (V) and attenuated (A) *Theileria*-infected macrophages. **Top** panel shows western blot of the AGO2 precipitate probed with anti-AGO2, anti-phospho-Tyr and PTP1B antibodies. **Middle** panel shows western blot of the PTP1 B precipitate probed with anti-AGO2 and anti-PTP1B antibodies. **Bottom** panel shows pull-down assay performed with GST-Grb2 beads and cell extracts containing endogenous AGO2 expressed by *Theileria*-infected macrophages. Top row shows AGO2 is bound to GST-Grb2 in virulent (V) macrophages, but in attenuated (A) macrophages the small amount of AGO2 bound to Grb2 is below the limit of detection and bottom row shows PTP1B is bound to GST-Grb2 in virulent macrophages. Anti-GST antibodies indicate the amount of Grb2 precipitated. **C**. Western blot analysis of total cell extracts used for immunoprecipitations probed with anti-PTP1B, anti-AGO2 and anti-actin antibodies, the latter used as a loading control. **D**. Relative expression of miR-126-5p in AGO2 precipitates of virulent (V) and attenuated (A) *Theileria*-infected macrophages. All experiments were done independently (n = 3). The error bars show SEM values from 3 biological replicates. ** p value < 0.005; *** p value < 0.001.

We have previously described that the adaptor protein Grb2 recruits p85 regulatory subunit of PI3-K to the TGF-receptor (TGF-R) and that in attenuated macrophages Grb2 levels drop diminishing p85 recruitment to TGF-R [33]. Interestingly, dephosphorylation and deactivation of insulin receptor substrate-1 is facilitated by Grb2 recruitment of PTP1B [43]. This suggested that in virulent macrophages Grb2 might recruit PTP1B to AGO2 resulting in loss of its tyrosine phosphorylation. By contrast, in attenuated macrophages diminished Grb2 expression results in less PTP1B being recruited, so that AGO2 becomes more tyrosine phosphorylated. To verify this GST-Grb2 was used to pull down associated proteins from virulent and attenuated macrophages and the presence of AGO2 and PTP1B detected by western blot (Fig 2B, bottom panel).

In parallel, we immunoprecipitated AGO2 from virulent and attenuated infected macrophages and measured by qRT-PCR the amount of co-precipitated miR-126-5p (Fig 2D). miR-126-5p was readily detected in AGO2 precipitates only from virulent macrophages, where AGO2 is less tyrosine phosphorylated (Fig 2B, left middle panel).

#### Expression levels of miR-126-5p target genes

*Dlk1* has been described as a miR-126-5p target gene [24]. Therefore, *Dlk1* transcripts were examined and found reduced in virulent compared to attenuated macrophages (Fig 3A, left) inversely correlating with the higher level of expression of miR-126-5p in virulent macrophages (Fig 1C, right). We then assessed *Dlk1* expression following transfection of virulent macrophages with the miR-126-5p inhibitor sequences. Upon inhibition of miR-126-5p expression the amount of *Dlk1* transcripts increased to above levels observed for attenuated macrophages (Fig 3A, left). Moreover, transfection of TBL20 with the miR-126-5p inhibitor also increased Dlk1 protein levels to those observed for non-infected BL20 B cells (Fig 3A, right). Importantly, JNK Inhibitor Protein (JIP) interacts with Mixed Lineage Kinases (MLKs) including DLK [27]. Since we found higher levels of *Dlk1* transcripts in attenuated macrophages and expression of DLK1 suppressed in TBL20 (Fig 3A) we queried our deep-RNA-seq datasets and found *JIP-2* expression to be upregulated in attenuated macrophages (S1 Fig). This led us to test whether *JIP-2* is a novel direct target gene of miR-126-5p. To this end, transcript levels of *JIP-2* were estimated in virulent and attenuated macrophages transfected with miR-126-5p inhibitor and mimic sequences. Increase in the level of *JIP-2* transcripts occurred upon inhibition of miR-126-5p in virulent macrophages and a decrease in *JIP-2* expression when attenuated macrophages were transfected with the miR-126-5p mimic sequence (Fig 3B, left). Moreover, the 3’-UTR region harboring the identified miR-126-5p seed sequence of bovine *JIP-2* was subcloned into the psiCHECK-2 (Promega, # C8021) and then transfected into *Theileria*-infected macrophages together with the mimic or inhibitor of miR-126-5p and Renilla luciferase activity monitored. An increase in the level of luciferase activity occurred upon inhibition of miR-126-5p in virulent macrophages and a decrease in luciferase activity when miR-126-5p was overexpressed in attenuated macrophages (Fig 3B, right). Taken together, this indicates that *JIP-2* expression is regulated by variations in miR-126-5p levels and confirms that the 3’-UTR of *JIP-2* mRNA possess a bona fide miR-126-5p seed sequence.

**Fig 3:**

Expression levels of miR-126-5p and its target genes *dlk-1* and *jip-2*. **A**. Expression levels of the established miR-126-5p-target *dlk1* monitored as a positive control. **Left**. Relative expression level of *dlk1* in virulent macrophages (V) compared to virulent macrophages transfected with inhibitor of miR-126 (Vi) and attenuated macrophages (A). **Right**. Protein level of DLK1 in TBL20 cells compared to BL20 cells and TBL20 cells transfected with miR-126-5p inhibitor (TBL20i) **B. Left & right**. Relative expression levels of *JIP-2* in virulent macrophages (V) compared to virulent macrophages transfected with inhibitor of miR-126-5p (Vi) and attenuated macrophages (A) and attenuated macrophages transfected with the mimic of miR-126-5p (Am). The error bars show SEM values from 3 biological replicates. * p value < 0.05, ** p value < 0.01, *** p value < 0.001.

#### miR-126-5p expression regulates levels of JIP-2 in *Theileria*-infected macrophages

Both JIP-1 and JIP-2 interact with MLKs and facilitate signal transmission by this protein kinase cascade leading to JNK activation, augmented c-Jun phosphorylation and greater AP-1-driven transcription [27]. Due to high miR-126-5p levels JIP-2 is difficult to detect in virulent macrophages, but when they are treated with the miR-126-5p inhibitor JIP-2 is readily observed at levels equivalent to those of attenuated macrophages (Fig 4A and 4B). JIP-2 was immunoprecipitated from inhibitor treated virulent macrophages and DLK1 detected in the precipitate (Fig 4A). Thus, in virulent disseminating macrophages *Theileria*-mediated transformation induces miR-126-5p that represses both JIP-2 and DLK1 expression reducing complex formation below detection levels.

**Fig 4:**

miR-126-5p expression regulates the level of JIP-2 in *Theileria*-infected macrophages. **A**. Immunoprecipitation analyses with anti-JIP-2 antibodies using whole cell lysates derived from virulent (V) *Theileria*-infected macrophages transfected or not with the inhibitor of miR-126-5p (Vi). The top panel (IP-JIP-2) shows western blot of the precipitate probed with an anti-DLK1 antibody, as a positive control. The lower panel shows western blot analysis of total cell extracts used for both immunoprecipitations probed with anti-JIP-2, anti-Dlk1 and anti-actin antibodies, the latter used as a loading control. **B**. Immunoprecipitation analyses with anti-JIP-2 using whole cell lysates derived from virulent (V) and attenuated (A) *Theileria*-infected macrophages transfected or not with a miR-126-5p inhibitor (Vi), mimic (Am) and an irrelevant miR control (Ac). Right and middle upper panel (IP-JIP-2) shows western blot of the precipitate probed with an anti-JIP-2 anti-JNK antibodies. Inhibition of miR-126-5p in virulent macrophages (Vi) increased the formation of the JIP-2/JNK complex, whereas stimulation of miR-126-5p in attenuated macrophages (Am) decreased complex formation. Lower panel shows western blot analysis of total cell extracts used for immunoprecipitations probed with anti-JIP-2, anti-JNK and anti-GAPDH antibodies. In panels A and B IgG represents immunoprecipitation with an irrelevant antibody (IgG). **C**. Relative expression of *c-jun* in virulent and attenuated *Theileria*-infected macrophages before and after transfection with the miR-126-5p inhibitor (Vi), mimic (Am) and an irrelevant control miR (Vc & Ac, NCSTUD002). The error bars show SD values from 3 biological replicates. * p value < 0.05, *** p value < 0.001 and ### p value <0.001 compared to A.

#### miR-126-5p by modulating JIP-2 levels regulates the JNK>c-Jun pathway to sustain AP-1-driven transcription

The cytoplasmic protein JIP binds selectively to JNK [26, 27] and JIP overexpression can act as a powerful inhibitor of JNK signaling [28]. JNK is constitutively activated in *Theileria*-infected leukocytes and its activity downregulated upon attenuation of the hyper-dissemination phenotype [33, 44, 45]. JIP-2 was immunoprecipitated from virulent and attenuated macrophages (Fig 4B, top) and precipitates probed with an anti-JNK antibody (Fig 4B, middle). Due to low levels of JIP-2 in virulent macrophages JNK bound to JIP-2 was more readily detected in attenuated macrophages (Fig 4B, middle). Importantly, inhibition of miR-126-5p in virulent macrophages increased detection of JIP-2-JNK complexes. By contrast, in attenuated macrophages transfected with the miR-126-5p mimic (Am) JIP-2-JNK complexes were difficult to detect (Fig 4B, middle). This demonstrates that miR-126 by modulating JIP-2 expression regulates the amount of JNK bound to JIP-2 in the cytosol.

Since miR-126-5p upregulation represses levels of JIP-2 it should facilitate JNK translocation to the nucleus to phosphorylate c-Jun and activate AP-1-driven transcription of target genes such as *c-jun*. Indeed, transfection of miR-126-5p mimic (Am) in attenuated macrophages increased *c-jun* transcript levels, whereas inhibition of miR-126-5p (Vi) in virulent macrophages decreased expression of c-*jun* (Fig 4C). No effect on c-*jun* levels was observed upon transfection of an irrelevant micro-RNA (Ac). Furthermore, in attenuated macrophages ablation of JIP-2 by overexpression of miR-126-5p mimic (Am) increased c-Jun phosphorylation (Fig 5A, left). By contrast, transfection of miR-126-5p inhibitor (Vi) ablates c-Jun phosphorylation in virulent macrophages. No phosphorylation signal is observed when just the Alexa-labeled secondary antibody was used (Vc). Shown (Fig 5, right) is the average Corrected Total Cell Fluorescence (CTCF) for 35 independent cells.

**Fig 5:**

miR-126-5p regulates the JNK phosphorylation of c-Jun by modulating JIP-2 levels. **A. Left**. Immunofluorescence images obtained with anti-phospho-Ser73 c-Jun antibody using virulent (V) and attenuated (A) macrophages transfected or not with the inhibitor (Vi) and mimic of miR-126-5p (Am). Overexpression of miR-126-5p mimic in attenuated macrophages (Am) increased phospho-Ser73-c-Jun staining (green), whereas its inhibition (Vi) in virulent macrophages abolished phospho-Ser73-c-Jun. No fluorescence was observed with Alexa-labelled secondary antibody (Vc). Scale bar is equivalent to 10μ meters. **Right**. Percentage of corrected total cell fluorescence due to phospho-Ser73-c-Jun staining based on 35-independent cell images. **B**. Western blot of JNK isoforms (1 and 2) in nuclear and cytoplasmic extracts. JIP-2-mediated cytosolic retention of JNK1 and decreased therefore nuclear JNK1 in attenuated macrophages. Actin was used as a loading control for cytosolic extracts and histone H3 levels for loading control of nuclear extracts. All experiments were done independently (n = 3). The error bars show SEM values from 3 biological replicates ** p value < 0.01, *** p value < 0.001.

In other cell types JNK1 preferentially phosphorylates c-Jun and in contrast JNK2 decreases c-Jun stability [46]. Since nuclear c-Jun phosphorylation is higher in virulent macrophages compared to attenuated ones, we examined the amount of JNK1 and JNK2 in the nucleus of both virulent and attenuated macrophages. Fig 5B shows the amount of nuclear JNK1 is decreased in attenuated macrophages, where JIP-2 expression is high. JNK2 was undetectable in the nuclear extracts, but readily detectable in cytosolic extracts. Therefore, in attenuated macrophages JIP-2-mediated cytosolic retention of JNK1 leads to decreased nuclear JNK1-mediated c-Jun phosphorylation.

#### miR-126-5p ablation of JIP-2 increases AP-1 transactivation and augments matrigel traversal of transformed leukocytes

As miR-126-5p regulates JIP-2 levels it determines whether JNK1 is retained in the cytosol and consequently it directly impacts on nuclear c-Jun phosphorylation and AP-1 transactivation. Inhibition of miR-126-5p expression increased JIP-2 levels and decreased AP-1-driven transcription in virulent macrophages, whereas the stimulation of miR-126-5p increased AP-1-driven transcription of *mmp9* in attenuated macrophages (Fig 6A and 6B). Thus, changes in miR-126-5p levels alter the degree of AP-1 transactivation in *Theileria*-infected macrophages through modulating JNK1 retention in the cytosol via regulation of JIP-2 levels.

**Fig 6:**

miR-126-5p regulates the JNK1>AP-1 pathway by modulating JIP-2 levels that impact on matrigel traversal of infected leukocytes. **A**. AP-1-(3X-TRE)-driven luciferase activity in virulent macrophages is decreased upon inhibition of miR-126-5p (Vi). When attenuated macrophages are transfected with a miR-126-5p mimic (Am), AP-1-driven luciferase activity increased. **B. Left**. Relative expression of *mmp9* in infected macrophages (V and A) before and after transfection with miR126-5p inhibitor (Vi), mimic (Am) and an irrelevant miRNA control (Vc, NCSTUD002). **Right**. Relative expression of *mmp9* in BL20/TBL20 B cells before and after transfection with miR126-5p inhibitor (TBL20i). **C**. Matrigel traversal of virulent *Theileria*-transformed macrophages. Inhibition of miR-126-5p expression in virulent macrophages (Vi) decreased matrigel traversal, whereas treatment with mimic (Vm) increased matrigel traversal. The reduced traversal capacity of attenuated macrophages is shown (A). All experiments were done independently (n = 3). The error bars show SEM values from 3 biological replicates. * p value < 0.05, ** p value < 0.01, *** p value < 0.001.

Induction of AP-1 activates transcription of target genes, some of which (e.g. *adam19* and *mmp9*) have been implicated in regulating the dissemination of *Theileria*-infected macrophages [2, 47]. To confirm that miR-126-5p regulates dissemination through modulating AP-1-driven transcription, *mmp9* expression was monitored by RT-PCR (Fig 6B). Upon inhibition of miR-126-5p transcription of *mmp9* decreased in both virulent macrophages and TBL20 B cells (Fig 6B). By contrast, stimulation of miR-126-5p levels raised *mmp9* transcripts in attenuated macrophages (Fig 6B). Clearly, heightened miR-126-5p levels suppress JIP-2 liberating JNK1 to translocate to the nucleus and induce AP-1-driven transcription of *mmp9* to promote the dissemination of virulent *Theileria*-transformed macrophages.

In order to confirm the contribution of miR-126-5p to the dissemination of *Theileria*-transformed leukocytes matrigel chamber assays were performed. As previously described, the capacity of infected virulent macrophages and B cells to traverse matrigel is greater than that of attenuated macrophages and non-infected B cells [2, 6, 8, 47]. However, blockade of miR-126-5p in virulent macrophages diminished their capacity to traverse matrigel, while in contrast, stimulation of miR-126-5p increased matrigel traversal (Fig 6C). The ensemble demonstrates how high miR-126-5p levels in virulent macrophages significantly contribute to their hyper-disseminating phenotype.

## Discussion

Unlike *T*. *parva*, the causative agent of East Coast Fever that results from infection and transformation of T and B cells, *T*. *annulata*-transformed macrophages lose their virulent hyper-disseminating phenotype following long-term culture, and attenuated macrophages with diminished dissemination are used as live vaccines against tropical theileriosis. For these reasons, we used next generation sequencing (NGS) to profile the miRNomes of non-infected B cells, *T*. *annulata*-infected B cells and virulent versus attenuated infected macrophages. The different miRNomes allowed us to compare the miRNA expression of B cells before and following infection and concomitant with loss of *T*. *annulata*-infected macrophage virulence. To focus on miRNAs of particular relevance to parasite-induced leukocyte tumour virulence we asked that expression of a given miRNA be upregulated by infection yet downregulated in attenuated macrophages that have lost their hyper-disseminating phenotype. These criteria identified miR-126-5p as a prime candidate and led to our characterization of its contribution to the transformed phenotype of *T*. *annulata*-infected B cells and macrophages.

We demonstrated that *JIP-2* is a novel miR-126-5p target gene and that infection by increasing miR-126-5p levels suppresses JIP-2 expression in virulent macrophages. Loss of JIP-2 released cytosolic JNK1 to translocate to the nucleus and phosphorylate c-Jun, contributing to constitutive AP-1-driven MMP production that is characteristic of *Theileria*-induced leukocyte dissemination. By contrast, in attenuated macrophages, where miR-126-5p expression is reduced, augmented JIP-2 retains JNK1 in the cytosol leading to decreased nuclear c-Jun phosphorylation, ablated MMP9 production and dampened traversal of matrigel. Thus, miR-126-5p-provoked reduction in JIP-2 levels activates JNK1>AP-1 signalling and provides an epigenetic explanation for both *T*. *annulata*-induced leukocyte transformation, and for the attenuated phenotype of live vaccines against tropical theileriosis. By demonstrating that infection-induced miR-126-5p expression ablates JIP-2 and diminishes the cytosolic localisation of JNK1 we provide a mechanism that contributes to constitutive c-Jun phosphorylation, increased MMP9 production and a greater capacity of *Theileria*-transformed leukocytes to disseminate (Fig 7).

**Fig 7:**

Model proposing how Grb2 recruits PTP1B to AGO2 decreasing its tyrosine phosphorylation leading to loading and protection from degradation of miR-126-5p. Non-degraded miR-126-5p ablates JIP-2 and DLK-1 and releases JNK to translocate to the nucleus and phosphorylate c-Jun. Phospho-c-Jun activates AP-1-driven gene transcription that underpins heightened invasiveness of *Theileria*-transformed virulent macrophages. In this model miR-126-3p is not loaded onto AGO2 and thus is not protected from degradation, explaining the low levels of miR-126-3p detected in virulent and attenuated macrophages.

miR-126 is located within the 7th intron of the *EGFL7* gene [37–39] and *EGFL7* is equivalently expressed in virulent and attenuated macrophages (S1 Fig). In *T*. *annulata*-infected macrophages miR-126-5p levels therefore do not depend on the degree of *EGFL7* expression [48], nor on the amount of precursor miR-126, rather infection impacts on the capacity of AGO2 to load miR-126-5p, where it’s protected from degradation, while miR-126-3p is not loaded and is consequently degraded. In virulent macrophages Grb2 recruits PTP1B to de-phosphorylate AGO2 that facilitates uptake of miR-126-5p, whereas in attenuated macrophages the amount of PTP1B associated with AGO2 diminishes with a concomitant increase in AGO2 phosphorylation and decrease in bound miR-126-5p (Fig 7). Inflammation stemming from *T*. *annulata* infection likely explains induction of *EGFL7* and pre-miR-126 expression, but why miR-126-5p, rather than miR-126-3p, is loaded onto AGO2 is unknown and will animate future studies. Finally, given that miR-126-5p is deregulated in many cancers; reagents that manipulate miR-126-5p levels could be discussed as tools for cancer therapy.

## Materials and methods

### Cell culture

Cells used in this study are *T*. *annulata*-infected Ode macrophages [49], where virulent macrophages used correspond to passage 62 and attenuated macrophages to passage 364. The different B cell lines used were non-infected immortalized B sarcoma lines (BL3 and BL20) and *T*. *annulata*-infected BL3 (TBL3) and BL20 (TBL20) cells, and all have been previously described [50–53]. All cells were incubated at 37°C with 5% CO_2_ in Roswell Park Memorial Institute medium (RPMI) supplemented with 10% Fetal Bovine Serum (FBS), 2mM L-Glutamine, 100 U penicillin, 0.1mg/ml streptomycin, and 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES) and 5% 2-mercapthoethanol for BL20 and TBL20.

### RNA extractions

Total RNA of *Theileria*-infected leukocytes was isolated using the miRNA isolation kit (#AM1560, Thermo fisher scientific, Villebon, France) according to the manufacturer’s instructions. Total RNA designated for miRNA experiments was extracted using the mirVana miRNA isolation kit (Thermo Fisher) using the manufacturer’s instructions. The quantity and quality checked by Qubit and Bioanalyzer 2100, respectively.

### miRNA library preparation and sequencing

The miRNA libraries were prepared using the Illumina Truseq Small RNA Sample Preparation kit (RS-200-0012) following the manufacturer’s instructions. Briefly, 1 following the manufactupter ligated at the 3’ and 5’ ends, reverse transcribed, barcoded then amplified with 11 cycles of PCR amplifications. Then the cDNA was run on a 6% TBE PAGE gel (Novex, Thermo Fisher). After staining with SYBR Green the gel is visualized on a UV transluminator (Doc-It imaging system, UVP) and the cDNA constructs of a size between 145–160 bp were cut out and eluted from the gel, concentrated and the libraries validated, quantified and finally pooled and sequenced on a Hiseq 2000 and Hiseq 4000.

### miRNA seq data analysis

Raw miRNAseq reads are quality checked by fastqc [54]. mirTools2.0 [55] pipeline is used for trimming (“Adaptor_trim.pl” script) and downstream analysis of known miRNAs. Sequencing reads are aligned to the bosTau7 genome using SOAP [56]. Annotations are added from miRBase 21 [57] and Rfam [58] databases. The differential expression of each known miRNAs from their absolute read counts are analysed by DESeq2 [34]. Differential expression is tested based on the negative Binomial distribution and miRNAs with adjusted p-value < 0.05 considered as statistically significant.

### Plasmid constructs

Bovine genomic DNA of *mapk8* (*jip2*) was purified from *Theileria*-infected macrophages and used as a template for PCR. For construction of the *jip2*, the 3′-UTRs of bovine JIP2 was amplified using the following primers:

Forward: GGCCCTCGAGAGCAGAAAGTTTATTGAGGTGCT

Reverse: GGCCGCGGCCGCTGGGGTCGGAACTGGGAG

The PCR-amplified fragments were digested by *XhoI* and *NotI* and inserted in the psiCHECK-2 vector.

### Measurement of transcriptional activity using Dual-Luciferase reporter assay

Cells were transiently transfected with 2 μg of firefly/renilla luciferase reporter plasmid. Protein extracts were prepared using the Passive Lysis Buffer provided in the Dual-Luciferase Assay (Promega). Equal amounts of protein extracts were plated into a 96-well plate. Firefly luciferase activity was measured for 12 seconds using the LB 960 luminometer (Berthold Technologies, Thoiry, France). To assess the internal standard activity, Stop and Glo reagent was added (Promega), and the peak of the renilla luciferase activity was then measured. Normalized relative luciferase units (RLU) were then calculated as firefly luciferase units of protein extracts of treated or untreated cells divided by renilla luciferase units of protein extracts of untreated cells. Data represent the mean ± SEM of three independent experiments, each performed in duplicate.

### Transfection and AP-1 luciferase assay

Cells were transfected by electroporation using the Nucleofector system (Lonza, Basel, Switzerland). 2.5x10^5^ cells were suspended in 100μl of nucleofector solution mix with 2μg of plasmids and subjected to electroporation using the cell line—specific programme: T-O17. After transfection, cells were suspended in fresh complete medium and incubated at 37°C, 5% CO2 for 24 h and RNA extracted after 48 h post transfections. Measurements of luciferase and β-galactosidase activities were performed using the Dual Light Assay system (Thermo Fisher scientific) and luminometer Centro LB 960 (Berthold) according to the manufacturer’s instructions.

### qRT-PCR of pre-miRNAs

RNA extracted with the mirVana kit was used. cDNA was synthesized using the miScript II RT kit (Qiagen) following the manufacturer’s instructions. Briefly, a 20 μl was set for each biological replicate of each tested miRNA. The RT contained 8 μl MMIX (4 μl of 5x miScript HiFlex Buffer, 2 μl of 10x miScript Nucleics Mix and 2 μl miScript Reverse Transcriptase Mix), 500 ng of total RNA in RNase-free water. The RT was performed at 37°C for 60 min and 95°C for 5 min. The qPCR was performed in a 96-well plate as a 25 μl volume containing 2μl of RT product, 12.5 μl of 2x QuantiTect SYBR Green PCR Master Mix, 2.5 μl of 10x miScript Precursor Assay and RNase-free water. The qPCR thermal cycle was set to 95°C for 15 min and 40 cycles of 94°C for 15 secs, 55°C for 30 secs and 70°C for 30 sec. Data were analysed using the 2−ΔΔCT, or the relative expression method by normalization to HRPT (ENSBTAT00000019547.4) as a reference gene.

### qRT-PCR for miRNAs

RNA extracted with the mirVana kit was used. cDNA was synthesized using the TaqMan microRNA RT kit (Thermo Fisher scientific) following the manufacturer’s instructions. Briefly, a 15 μl was set for each biological replicate of each tested miRNA. The RT contained 7 μl MMIX (100 mM dNTPs, 50 U/μl MultiScribe reverse transcriptase, 10X RT buffer, 20 U/μl RNase inhibitor), 10 ng of total RNA in 5 μl and 3 μl of 5X miRNA-specific RT primers. The RT was performed at 16°C for 30 min, 42°C for 30 min and 85°C for 5 min. The qPCR was performed in a 384well plate as a 10 μl volume containing 1.33 μl of RT product, 5 μl TaqMan 2X universal PCR MMIX, 1 μl of miRNA-specific 20X TaqMan MicroRNA assay. The qPCR thermal cycle was set to 95°C for 10 min and 40 cycles of 95°C for 15 secs and 60°C for 60 sec. Data was analysed using the 2^−ΔΔCT^, or the relative expression method by normalization to U6b as a reference gene for miRNA. bta-miRNA primers were purchased from Thermo Fisher Scientific.

### qRT-PCR of mRNAs

Total RNA of *Theileria*-infected leukocytes was isolated using the RNeasy mini kit (Qiagen), according to the manufacturer’s instructions. The quality and quantity of RNA were measured by Bioanalyzer 2100 and Qubit, respectively. For reverse transcription, 1μg isolated RNA was diluted in water to a final volume of 12 μl, warmed at 65°C for 10 min, then incubated on ice for 2 min. Afterwards, 8 μl of reaction solution (0.5 μl random hexamer, 4 μl 5x RT buffer, 1.5 μl 10mM dNTP, 1 μl 200U/μl RT-MMLV (Promega, Charbonnières-les-Bains, France) and 1 μl 40U/μl RNase inhibitor (Promega) was added to get a final reaction volume of 20 μl and incubated at 37°C for 2 h. The resultant cDNA was stored at -20°C. mRNA expression levels were estimated by qPCR on Light Cycler 480 (Roche, Meylan, France) using SYBR Green detection (Thermo Fisher Scientific). The detection of a single product was verified by dissociation curve analysis and relative quantities of mRNA calculated using the method described by [59].

*gapdh* was used as reference gene to normalize for mRNA levels. The specificity of PCR amplification was confirmed by melting curve analysis. Sequence primers used are as follows:

***gapdh*: FO** 5’-AGGACAAAGCTCAGGGACAC-3’, **Rev** 5’- CCCCAGGTCTACATGTTCCA-3’

***mmp9*: FO** 5’-CCCATTAGCACGCACGACAT-3’, **Rev** 5’- TCACGTAGCCCACATAGTCCA-3’

***dlk1*: FO** 5’- ATGGGCATCGTCTTCCTCAA -3’, **Rev** 5’- CAGGATGGTGAAGCAGATGG -3’

***jip2*: FO** 5’- TCTTCCCTGCCTTCTATGCC -3’, **Rev** 5’- CAGGTGGACGGTCAGTTT -3’

### Western blotting

For total cell extraction, cells were harvested and extracted by lysis buffer (20mM Hepes, Nonidet P40 (NP40) 1%, 0.1% SDS, 150mM NaCl, 2mM EDTA, phosphatase inhibitor cocktail tablet (PhosSTOP, Roche) and protease inhibitor cocktail tablet (Complete mini EDTA free, Roche)). For cytoplasmique extraction, cells were harvested and extracted by lysis buffer (HEPES [10 mM] pH 7.9, KCl [10 mM], EDTA [0.1 mM], NP-40 0.3%, protease inhibitors 1x, protease and phosphatase inhibitor cocktail). For nuclear extraction, cell pellets were lysed and extracted by lysis buffer (HEPES [20 mM] pH 7.9, NaCl [0.4 M], EDTA [1mM], Glycerol 25% and protease Inhibitors 1x.

Protein concentration was determined by the Bradford protein assay [60]. Cell lysates were subjected to Western blot analysis using conventional SDS/PAGE and protein transfer to nitrocellulose filters (Protran, Whatman). The membrane was blocked by 5% non-fat milk-TBST (for anti-DLK, anti-JIP-2, anti-c-JUN, anti-JNK), or 3% non-fat milk-PBST (for anti-actin antibody) for 2 h at room temperature (RT).

Antibodies used in immunoblotting were as follows: goat polyclonal antibody anti-JIP-2 (Santa Cruz Biotechnologies, Heidelberg, Germany # sc-19740), rabbit polyclonal antibody anti-JIP-2 (Abcam # ab-154090), rabbit polyclonal antibody anti-DLK (Santa Cruz Biotechnologies # sc-25437), rabbit polyclonal antibody anti-JNK (Santa Cruz Biotechnologies # sc-571), goat polyclonal anti-PTP1B (Santa Cruz Biotechnologies # sc-1718), mouse monoclonal antibody anti-AGO2 (Abcam # ab-57113), rabbit monoclonal anti-AGO2 (Cell signalling # 2987), mouse anti-phospho tyrosine antibody (Transduction laboratories # P1120), goat anti-GST antibody (GE Healthcare # 27-4577-01) and goat polyclonal antibody anti-actin (Santa Cruz Biotechnologies I-19). After washing, proteins were visualized with ECL western blotting detection reagents (Thermo Scientific). The β-actin level was used as a loading control throughout all experiments.

### Co-immunoprecipitations (Co-IP)

Co-immunoprecipitations and GST-Grb2 pull down assay were conducted with protein extracts of *Theileria*-infected macrophages. JIP-2, AGO2, GST-Grb2 and PTP1B precipitates were transferred to western blots and probed respectively with a rabbit polyclonal anti-DLK, mouse monoclonal anti-AGO2, mouse anti-phospho tyrosine, rabbit anti-PTP1B (Abcam #ab88481) and goat anti-PTP1B antibodies. Normal IgG was used as a negative control, cell lysates from virulent and attenuated macrophages were treated with IgG and the whole cell lysate without IP was included as positive control.

### Immunofluorescence microscopy

1×10^5^ cells were centrifuged on glass slide with the Cellspin I (Tharmac) at 1500 rpm for 10 min and fixed by 4% paraformaldehyde for 10–15 min at room temperature. Fixed cells were permeabilized by 0.2% Triton X-100 for 10 min and blocked with 1% BSA for 30 min. These cells were incubated with primary antibodies against Ser-phospho-73 c-Jun (1/200, Santa Cruz Biotechnologies #sc-7981) overnight, sequentially stained with secondary antibodies conjugated with Alexa 488 (1/1000, Molecular Probes) for 45 min at room temperature. Stained cells were mounted in ProLong Diamond Antifade Mountant with DAPI (Thermo Fisher Scientific). Acquisitions were made by inverted microscopy (Leica DMI6000s) with metamorphous software. Images were taken at x100 magnification.

### Matrigel chambers assay

The invasive capacity of *Theileria*-infected macrophages and B cells were assessed *in vitro* using matrigel migration chambers [7]. Culture coat 96-well medium BME cell invasion assay was obtained from Culturex instructions (3482-096-K). Fifty thousand cells were added to each well and after 24 h of incubation at 37°C, each well of the top chamber was washed once in buffer. The top chamber was placed back on the receiver plate. 100 μl of cell dissociation solution/Calcein AM were added to the bottom chamber of each well, incubated at 37°C for 1 h to fluorescently label cells and dissociate them from the membrane before reading at 485 nm excitation, 520 nm emission using the same parameters as the standard curve.

### Statistical analysis

Data were analysed with the Student’s t-test. All values are expressed as mean+/-SEM. Values were considered to be significantly different when two-sided p values were < 0.05.

### Accession numbers

The miRNA expression dataset has been assigned series record GSE97706 in the GEO repository. The work was conducted under the approval number 15IBEC11 by the Institutional Biosafety and Ethics Committee (IBEC) in KAUST.

## Supporting information

S1 Fig **A**. Relative mRNA expression levels of *egfl7* between virulent (V) and attenuated (A) *Theileria*-infected macrophages. **B**. Relative mRNA expression levels of mapk8ip/JIP-2 between V and A macrophages. The error bars show SD values of 3 biological replicates of the average of Fragments Per Kilobase of transcript per Million mapped reads (FPKM).
(TIF)

S1 Table List of the DE miRNAs in *Theileria*-infected leukocytes (TBL20).

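S1 Table gives, for each miRNA called by both DESeq2 and baySeq in TBL20 against BL20, its log2 fold change. It lists 49 miRNAs, 24 up- and 25 down-regulated by the paper's values. Of these, 42 were also higher or lower, the same way, in the edgeR test on the deposited counts. The other 7 (miR-204, miR-615, miR-154c, miR-485, miR-2394, miR-432 and miR-370) had too few counts to pass the filter. miR-204 had counts of 13 and 15 in BL20 and of 4, 1 and 0 in TBL20, and miR-615 of 6 and 11 in BL20 and of 3, 0 and 0 in TBL20.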

S2 Table List of the DE miRNAs in *Theileria*-infected leukocytes (TBL3).

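S2 Table gives the same measure for TBL3 against BL3. It lists 62 miRNAs, 32 up- and 30 down-regulated by the paper's values, and 55 of them moved the same way in the edgeR test on the deposited counts. The other 7 (miR-105a, miR-223, miR-2300a-5p, miR-224, miR-551b, miR-599 and miR-149-3p) did not pass the filter. miR-105a had no count in BL3 and 19, 0 and 9 counts in TBL3, and miR-149-3p had 24, 23 and 11 in BL3 and none in TBL3. miR-204, listed in both tables with opposite signs, was at a log2 fold change of 6.60 in TBL3, with counts of 0, 5 and 1 in BL3 and of 107, 62 and 89 in TBL3.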

## References

[1] DobbelaereD, HeusslerV. Transformation of leukocytes by Theileria parva and T. annulata. Annu Rev Microbiol. 1999;53:1–42. doi: 10.1146/annurev.micro.53.1.1 .1054768410.1146/annurev.micro.53.1.1

[2] EchebliN, MhadhbiM, ChaussepiedM, VayssettesC, Di SantoJP, DarghouthMA, et al Engineering attenuated virulence of a Theileria annulata-infected macrophage. PLoS Negl Trop Dis. 2014;8(11):e3183 doi: 10.1371/journal.pntd.0003183 2537532210.1371/journal.pntd.0003183PMC4222746

[3] SomervilleRP, AdamsonRE, BrownCG, HallFR. Metastasis of Theileria annulata macroschizont-infected cells in scid mice is mediated by matrix metalloproteinases. Parasitology. 1998;116 (Pt 3):223–8. .955021510.1017/s0031182097002151

[4] CheesemanK, WeitzmanJB. Host-parasite interactions: an intimate epigenetic relationship. Cell Microbiol. 2015;17(8):1121–32. doi: 10.1111/cmi.12471 .2609671610.1111/cmi.12471

[5] ChaussepiedM, JanskiN, BaumgartnerM, LizundiaR, JensenK, WeirW, et al TGF-b2 induction regulates invasiveness of Theileria-transformed leukocytes and disease susceptibility. PLoS Pathog. 2010;6(11):e1001197 doi: 10.1371/journal.ppat.1001197 .2112499210.1371/journal.ppat.1001197PMC2987823

[6] BaylisHA, MegsonA, HallR. Infection with Theileria annulata induces expression of matrix metalloproteinase 9 and transcription factor AP-1 in bovine leucocytes. Mol Biochem Parasitol. 1995;69(2):211–22. .777008510.1016/0166-6851(94)00216-a

[7] LizundiaR, ChaussepiedM, HuerreM, WerlingD, Di SantoJP, LangsleyG. c-Jun NH2-terminal kinase/c-Jun signaling promotes survival and metastasis of B lymphocytes transformed by Theileria. Cancer Res. 2006;66(12):6105–10. doi: 10.1158/0008-5472.CAN-05-3861 .1677818310.1158/0008-5472.CAN-05-3861

[8] Cock-RadaAM, MedjkaneS, JanskiN, YousfiN, PerichonM, ChaussepiedM, et al SMYD3 promotes cancer invasion by epigenetic upregulation of the metalloproteinase MMP-9. Cancer Res. 2012;72(3):810–20. doi: 10.1158/0008-5472.CAN-11-1052 2219446410.1158/0008-5472.CAN-11-1052PMC3299564

[9] MarsolierJ, PineauS, MedjkaneS, PerichonM, YinQ, FlemingtonE, et al OncomiR addiction is generated by a miR-155 feedback loop in Theileria-transformed leukocytes. PLoS Pathog. 2013;9(4):e1003222 doi: 10.1371/journal.ppat.1003222 2363759210.1371/journal.ppat.1003222PMC3630095

[10] AslamMI, TaylorK, PringleJH, JamesonJS. MicroRNAs are novel biomarkers of colorectal cancer. Br J Surg. 2009;96(7):702–10. doi: 10.1002/bjs.6628 .1952661710.1002/bjs.6628

[11] El-MurrN, AbidiZ, WanherdrickK, SvrcekM, GaubMP, FlejouJF, et al MiRNA genes constitute new targets for microsatellite instability in colorectal cancer. PLoS One. 2012;7(2):e31862 doi: 10.1371/journal.pone.0031862 2234813210.1371/journal.pone.0031862PMC3279428

[12] DelayC, CalonF, MathewsP, HebertSS. Alzheimer-specific variants in the 3'UTR of Amyloid precursor protein affect microRNA function. Mol Neurodegener. 2011;6:70 doi: 10.1186/1750-1326-6-70 2198216010.1186/1750-1326-6-70PMC3195754

[13] KrugerJ, RehmsmeierM. RNAhybrid: microRNA target prediction easy, fast and flexible. Nucleic Acids Res. 2006;34(Web Server issue):W451–4. doi: 10.1093/nar/gkl243 1684504710.1093/nar/gkl243PMC1538877

[14] SatohM, MinamiY, TakahashiY, TabuchiT, NakamuraM. A cellular microRNA, let-7i, is a novel biomarker for clinical outcome in patients with dilated cardiomyopathy. J Card Fail. 2011;17(11):923–9. doi: 10.1016/j.cardfail.2011.07.012 .2204132910.1016/j.cardfail.2011.07.012

[15] MorettiF, ThermannR, HentzeMW. Mechanism of translational regulation by miR-2 from sites in the 5' untranslated region or the open reading frame. RNA. 2010;16(12):2493–502. doi: 10.1261/rna.2384610 2096619910.1261/rna.2384610PMC2995410

[16] KulkarniS, SavanR, QiY, GaoX, YukiY, BassSE, et al Differential microRNA regulation of HLA-C expression and its association with HIV control. Nature. 2011;472(7344):495–8. doi: 10.1038/nature09914 2149926410.1038/nature09914PMC3084326

[17] DuursmaAM, KeddeM, SchrierM, le SageC, AgamiR. miR-148 targets human DNMT3b protein coding region. RNA. 2008;14(5):872–7. doi: 10.1261/rna.972008 1836771410.1261/rna.972008PMC2327368

[18] HakimiMA, DeitschKW. Epigenetics in Apicomplexa: control of gene expression during cell cycle progression, differentiation and antigenic variation. Curr Opin Microbiol. 2007;10(4):357–62. doi: 10.1016/j.mib.2007.07.005 .1771926410.1016/j.mib.2007.07.005

[19] JudiceCC, BourgardC, KayanoAC, AlbrechtL, CostaFT. MicroRNAs in the Host-Apicomplexan Parasites Interactions: A Review of Immunopathological Aspects. Front Cell Infect Microbiol. 2016;6:5 doi: 10.3389/fcimb.2016.00005 2687070110.3389/fcimb.2016.00005PMC4735398

[20] EulalioA, SchulteL, VogelJ. The mammalian microRNA response to bacterial infections. RNA Biol. 2012;9(6):742–50. doi: 10.4161/rna.20018 .2266492010.4161/rna.20018

[21] StaedelC, DarfeuilleF. MicroRNAs and bacterial infection. Cell Microbiol. 2013;15(9):1496–507. doi: 10.1111/cmi.12159 .2379556410.1111/cmi.12159

[22] CullenBR. Viruses and microRNAs: RISCy interactions with serious consequences. Genes Dev. 2011;25(18):1881–94. doi: 10.1101/gad.17352611 2189665110.1101/gad.17352611PMC3185961

[23] LaMonteG, PhilipN, ReardonJ, LacsinaJR, MajorosW, ChapmanL, et al Translocation of sickle cell erythrocyte microRNAs into Plasmodium falciparum inhibits parasite translation and contributes to malaria resistance. Cell Host Microbe. 2012;12(2):187–99. doi: 10.1016/j.chom.2012.06.007 2290153910.1016/j.chom.2012.06.007PMC3442262

[24] SchoberA, Nazari-JahantighM, WeiY, BidzhekovK, GremseF, GrommesJ, et al MicroRNA-126-5p promotes endothelial proliferation and limits atherosclerosis by suppressing Dlk1. Nat Med. 2014;20(4):368–76. doi: 10.1038/nm.3487 2458411710.1038/nm.3487PMC4398028

[25] WhitmarshAJ. The JIP family of MAPK scaffold proteins. Biochem Soc Trans. 2006;34(Pt 5):828–32. doi: 10.1042/BST0340828 .1705220810.1042/BST0340828

[26] DickensM, RogersJS, CavanaghJ, RaitanoA, XiaZ, HalpernJR, et al A cytoplasmic inhibitor of the JNK signal transduction pathway. Science. 1997;277(5326):693–6. .923589310.1126/science.277.5326.693

[27] YasudaJ, WhitmarshAJ, CavanaghJ, SharmaM, DavisRJ. The JIP group of mitogen-activated protein kinase scaffold proteins. Mol Cell Biol. 1999;19(10):7245–54. 1049065910.1128/mcb.19.10.7245PMC84717

[28] NihalaniD, WongHN, HolzmanLB. Recruitment of JNK to JIP1 and JNK-dependent JIP1 phosphorylation regulates JNK module dynamics and activation. J Biol Chem. 2003;278(31):28694–702. doi: 10.1074/jbc.M304212200 .1275625410.1074/jbc.M304212200

[29] Stetler-StevensonWG, AznavoorianS, LiottaLA. Tumor cell interactions with the extracellular matrix during invasion and metastasis. Annu Rev Cell Biol. 1993;9:541–73. doi: 10.1146/annurev.cb.09.110193.002545 .828047110.1146/annurev.cb.09.110193.002545

[30] Bossy-WetzelE, BakiriL, YanivM. Induction of apoptosis by the transcription factor c-Jun. EMBO J. 1997;16(7):1695–709. doi: 10.1093/emboj/16.7.1695 913071410.1093/emboj/16.7.1695PMC1169773

[31] KovaryK, BravoR. Existence of different Fos/Jun complexes during the G0-to-G1 transition and during exponential growth in mouse fibroblasts: differential role of Fos proteins. Mol Cell Biol. 1992;12(11):5015–23. 140667610.1128/mcb.12.11.5015-5023.1992PMC360434

[32] VandelL, MontreauN, VialE, PfarrCM, BinetruyB, CastellazziM. Stepwise transformation of rat embryo fibroblasts: c-Jun, JunB, or JunD can cooperate with Ras for focus formation, but a c-Jun-containing heterodimer is required for immortalization. Mol Cell Biol. 1996;16(5):1881–8. 862825410.1128/mcb.16.5.1881PMC231175

[33] HaidarM, WhitworthJ, NoeG, LiuWQ, VidalM, LangsleyG. TGF-beta2 induces Grb2 to recruit PI3-K to TGF-RII that activates JNK/AP-1-signaling and augments invasiveness of Theileria-transformed macrophages. Sci Rep. 2015;5:15688 doi: 10.1038/srep15688 2651138210.1038/srep15688PMC4625156

[34] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550 doi: 10.1186/s13059-014-0550-8 2551628110.1186/s13059-014-0550-8PMC4302049

[35] HardcastleTJ, KellyKA. baySeq: empirical Bayesian methods for identifying differential expression in sequence count data. BMC Bioinformatics. 2010;11:422 doi: 10.1186/1471-2105-11-422 2069898110.1186/1471-2105-11-422PMC2928208

[36] CorderoF, BeccutiM, ArigoniM, DonatelliS, CalogeroRA. Optimizing a massive parallel sequencing workflow for quantitative miRNA expression analysis. PLoS One. 2012;7(2):e31630 doi: 10.1371/journal.pone.0031630 2236369310.1371/journal.pone.0031630PMC3282730

[37] FishJE, SantoroMM, MortonSU, YuS, YehRF, WytheJD, et al miR-126 regulates angiogenic signaling and vascular integrity. Dev Cell. 2008;15(2):272–84. doi: 10.1016/j.devcel.2008.07.008 1869456610.1016/j.devcel.2008.07.008PMC2604134

[38] MeisterJ, SchmidtMH. miR-126 and miR-126*: new players in cancer. ScientificWorldJournal. 2010;10:2090–100. doi: 10.1100/tsw.2010.198 .2095355710.1100/tsw.2010.198PMC5763667

[39] WangS, AuroraAB, JohnsonBA, QiX, McAnallyJ, HillJA, et al The endothelial-specific microRNA miR-126 governs vascular integrity and angiogenesis. Dev Cell. 2008;15(2):261–71. doi: 10.1016/j.devcel.2008.07.002 1869456510.1016/j.devcel.2008.07.002PMC2685763

[40] SchmitterD, FilkowskiJ, SewerA, PillaiRS, OakeleyEJ, ZavolanM, et al Effects of Dicer and Argonaute down-regulation on mRNA levels in human HEK293 cells. Nucleic Acids Res. 2006;34(17):4801–15. doi: 10.1093/nar/gkl646 1697145510.1093/nar/gkl646PMC1635286

[41] MetheniM, EchebliN, ChaussepiedM, RansyC, ChereauC, JensenK, et al The level of H(2)O(2) type oxidative stress regulates virulence of Theileria-transformed leukocytes. Cell Microbiol. 2014;16(2):269–79. doi: 10.1111/cmi.12218 2411228610.1111/cmi.12218PMC3906831

[42] YangM, HaaseAD, HuangFK, CoulisG, RiveraKD, DickinsonBC, et al Dephosphorylation of tyrosine 393 in argonaute 2 by protein tyrosine phosphatase 1B regulates gene silencing in oncogenic RAS-induced senescence. Mol Cell. 2014;55(5):782–90. doi: 10.1016/j.molcel.2014.07.018 2517502410.1016/j.molcel.2014.07.018PMC4159145

[43] GoldsteinBJ, Bittner-KowalczykA, WhiteMF, HarbeckM. Tyrosine dephosphorylation and deactivation of insulin receptor substrate-1 by protein-tyrosine phosphatase 1B. Possible facilitation by the formation of a ternary complex with the Grb2 adaptor protein. J Biol Chem. 2000;275(6):4283–9. .1066059610.1074/jbc.275.6.4283

[44] ChaussepiedM, LallemandD, MoreauMF, AdamsonR, HallR, LangsleyG. Upregulation of Jun and Fos family members and permanent JNK activity lead to constitutive AP-1 activation in Theileria-transformed leukocytes. Mol Biochem Parasitol. 1998;94(2):215–26. .974797210.1016/s0166-6851(98)00070-x

[45] GalleyY, HagensG, GlaserI, DavisW, EichhornM, DobbelaereD. Jun NH2-terminal kinase is constitutively activated in T cells transformed by the intracellular parasite Theileria parva. Proc Natl Acad Sci U S A. 1997;94(10):5119–24. 914420010.1073/pnas.94.10.5119PMC24641

[46] BodeAM, DongZ. The functional contrariety of JNK. Mol Carcinog. 2007;46(8):591–8. doi: 10.1002/mc.20348 1753895510.1002/mc.20348PMC2832829

[47] AdamsonR, LoganM, KinnairdJ, LangsleyG, HallR. Loss of matrix metalloproteinase 9 activity in Theileria annulata-attenuated cells is at the transcriptional level and is associated with differentially expressed AP-1 species. Mol Biochem Parasitol. 2000;106(1):51–61. .1074361010.1016/s0166-6851(99)00213-3

[48] MonteysAM, SpenglerRM, WanJ, TecedorL, LennoxKA, XingY, et al Structure and activity of putative intronic miRNA promoters. RNA. 2010;16(3):495–505. doi: 10.1261/rna.1731910 2007516610.1261/rna.1731910PMC2822915

[49] SinghS, KhatriN, ManujaA, SharmaRD, MalhotraDV, NichaniAK. Impact of field vaccination with a Theileria annulata schizont cell culture vaccine on the epidemiology of tropical theileriosis. Vet Parasitol. 2001;101(2):91–100. .1158783810.1016/s0304-4017(01)00502-7

[50] Morzaria S, Roeder P, Roberts D, Chasey D, Drew T. Characteristics of a continuous suspension cell line derived from a calf with sporadic leukosis. In: Straub OC, editor. 1982:519–28.

[51] ShielsBR, McDougallC, TaitA, BrownCG. Identification of infection-associated antigens in Theileria annulata transformed cells. Parasite Immunol. 1986;8(1):69–77. .242122710.1111/j.1365-3024.1986.tb00834.x

[52] MoreauMF, ThibaudJL, MiledLB, ChaussepiedM, BaumgartnerM, DavisWC, et al Theileria annulata in CD5(+) macrophages and B1 B cells. Infect Immun. 1999;67(12):6678–82. 1056979010.1128/iai.67.12.6678-6682.1999PMC97082

[53] TheilenGH, RushJD, Nelson-ReesWA, DungworthDL, MunnRJ, SwitzerJW. Bovine leukemia: establishment and morphologic characterization of continuous cell suspension culture, BL-1. J Natl Cancer Inst. 1968;40(4):737–49. .4171552

[54] Andrews S. FastQC: a quality control tool for high throughput sequence data. 2010: http://www.bioinformatics.babraham.ac.uk/projects/fastqc.

[55] WuJ, LiuQ, WangX, ZhengJ, WangT, YouM, et al mirTools 2.0 for non-coding RNA discovery, profiling, and functional annotation based on high-throughput sequencing. RNA Biol. 2013;10(7):1087–92. doi: 10.4161/rna.25193 2377845310.4161/rna.25193PMC3849156

[56] LiR, LiY, KristiansenK, WangJ. SOAP: short oligonucleotide alignment program. Bioinformatics. 2008;24(5):713–4. doi: 10.1093/bioinformatics/btn025 .1822711410.1093/bioinformatics/btn025

[57] KozomaraA, Griffiths-JonesS. miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res. 2014;42(Database issue):D68–73. doi: 10.1093/nar/gkt1181 2427549510.1093/nar/gkt1181PMC3965103

[58] NawrockiEP, BurgeSW, BatemanA, DaubJ, EberhardtRY, EddySR, et al Rfam 12.0: updates to the RNA families database. Nucleic Acids Res. 2015;43(Database issue):D130–7. doi: 10.1093/nar/gku1063 2539242510.1093/nar/gku1063PMC4383904

[59] PfafflMW. A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res. 2001;29(9):e45 1132888610.1093/nar/29.9.e45PMC55695

[60] OkutucuB, DincerA, HabibO, ZihniogluF. Comparison of five methods for determination of total plasma protein concentration. J Biochem Biophys Methods. 2007;70(5):709–11. doi: 10.1016/j.jbbm.2007.05.009 .1759722410.1016/j.jbbm.2007.05.009

# Supplementary material for: miR-126-5p by direct targeting of JNK-interacting protein-2 (JIP-2) plays a key role in Theileria-infected macrophage virulence
**Source:** PLoS Pathog. 2018 Mar 23;14(3):e1006942. doi: 10.1371/journal.ppat.1006942
**Supplement:** S1 Table

Column1	log2FoldChange	pvalue	padj
bta-miR-125b	4.735	1.68E-10	2.37E-09
bta-miR-6526	4.525	5.45E-26	2.65E-24
bta-miR-105b	4.331	2.26E-19	5.82E-18
bta-miR-126-5p	4.305	7.24E-31	4.53E-29
bta-miR-2400	4.087	8.52E-05	7.04E-04
bta-miR-126-3p	3.939	1.85E-04	1.42E-03
bta-miR-100	3.787	4.19E-20	1.15E-18
bta-miR-2425-5p	3.494	4.47E-05	3.84E-04
bta-miR-145	3.298	6.63E-04	4.27E-03
bta-miR-146a	3.115	3.37E-44	3.69E-42
bta-miR-205	3.090	2.01E-03	1.03E-02
bta-miR-1298	3.015	7.01E-03	3.04E-02
bta-miR-138	2.865	7.21E-19	1.75E-17
bta-miR-105a	2.834	1.87E-11	3.27E-10
bta-miR-2461-3p	2.707	1.21E-03	6.89E-03
bta-miR-199a-3p	2.589	6.55E-03	2.87E-02
bta-miR-27a-3p	2.585	4.00E-24	1.59E-22
bta-miR-767	2.558	3.08E-26	1.69E-24
bta-miR-23a	2.552	3.85E-25	1.68E-23
bta-miR-27a-5p	2.510	4.41E-11	6.90E-10
bta-miR-143	2.451	8.48E-14	1.61E-12
bta-miR-24-3p	2.022	2.22E-11	3.74E-10
bta-miR-34c	1.836	2.47E-08	3.00E-07
bta-miR-148a	1.689	6.03E-17	1.39E-15
bta-miR-1271	-1.950	3.10E-03	1.51E-02
bta-miR-2316	-2.087	5.92E-09	7.63E-08
bta-miR-2474	-2.119	9.32E-23	3.14E-21
bta-miR-196a	-2.354	2.02E-23	7.37E-22
bta-let-7b	-2.359	5.18E-08	6.14E-07
bta-miR-30a-5p	-2.373	1.56E-22	4.55E-21
bta-miR-211	-2.422	3.39E-04	2.36E-03
bta-miR-320a	-2.620	3.03E-03	1.49E-02
bta-miR-181c	-2.649	7.85E-04	4.71E-03
bta-miR-204	-2.811	1.68E-03	8.75E-03
bta-miR-504	-2.922	7.60E-13	1.39E-11
bta-miR-486	-2.931	2.75E-201	1.21E-198
bta-miR-127	-2.962	3.86E-16	8.45E-15
bta-miR-149-3p	-3.015	6.88E-07	7.72E-06
bta-miR-615	-3.078	1.36E-03	7.42E-03
bta-miR-149-5p	-3.133	2.25E-34	1.64E-32
bta-miR-154c	-3.188	5.22E-03	2.41E-02
bta-miR-485	-3.519	1.67E-03	8.75E-03
bta-miR-2394	-3.589	6.08E-04	3.98E-03
bta-miR-30f	-3.666	2.42E-47	3.53E-45
bta-miR-432	-3.720	2.43E-04	1.78E-03
bta-miR-370	-4.117	1.66E-04	1.32E-03
bta-miR-141	-4.856	2.21E-06	2.30E-05
bta-miR-200c	-5.178	1.95E-39	1.71E-37
bta-miR-133a	-5.754	2.64E-120	5.78E-118

S1 Table: List of the DE miRNAs in *Theileria*- infected leukocytes (TBL20)

# Supplementary material for: miR-126-5p by direct targeting of JNK-interacting protein-2 (JIP-2) plays a key role in Theileria-infected macrophage virulence
**Source:** PLoS Pathog. 2018 Mar 23;14(3):e1006942. doi: 10.1371/journal.ppat.1006942
**Supplement:** S2 Table

Column1	log2FoldChange	pvalue	padj
bta-miR-99a-5p	9.949	3.71E-91	5.75E-90
bta-miR-99a-3p	9.572	5.67E-08	1.98E-07
bta-miR-767	9.314	1.71E-07	5.65E-07
bta-miR-6526	9.282	1.78E-113	3.26E-112
bta-miR-100	9.093	1.36E-73	1.82E-72
bta-miR-125b	9.081	2.21E-272	1.37E-270
bta-miR-193b	8.452	4.85E-06	1.43E-05
bta-miR-346	8.347	7.03E-13	3.32E-12
bta-miR-449a	7.995	3.10E-24	2.23E-23
bta-miR-126-5p	7.902	2.73E-217	1.04E-215
bta-let-7c	7.204	2.06E-247	9.27E-246
bta-miR-449b	6.984	6.16E-09	2.28E-08
bta-miR-126-3p	6.941	3.55E-91	5.68E-90
bta-miR-105b	6.835	6.59E-04	1.66E-03
bta-miR-708	6.717	8.81E-04	2.20E-03
bta-miR-204	6.567	2.30E-26	1.73E-25
bta-miR-199b	6.380	1.54E-67	1.96E-66
bta-miR-105a	6.351	3.71E-03	8.52E-03
bta-miR-216b	6.068	1.95E-06	6.00E-06
bta-miR-218	5.875	3.98E-70	5.19E-69
bta-miR-449c	5.809	4.95E-06	1.45E-05
bta-miR-27a-3p	5.742	0.00E+00	0.00E+00
bta-miR-338	5.733	9.65E-29	7.48E-28
bta-miR-2461-3p	5.675	1.94E-24	1.42E-23
bta-miR-24-3p	5.465	1.50E-161	3.91E-160
bta-miR-146a	5.440	3.48E-211	1.23E-209
bta-miR-2904	5.252	3.20E-156	7.93E-155
bta-miR-7857	4.925	4.49E-30	3.65E-29
bta-miR-23a	4.601	5.95E-199	1.84E-197
bta-miR-2425-3p	4.265	1.52E-16	8.48E-16
bta-miR-2427	3.877	3.09E-13	1.52E-12
bta-miR-147	3.793	3.15E-37	2.79E-36
bta-miR-9-5p	-3.199	6.59E-13	3.14E-12
bta-miR-2316	-3.243	1.33E-10	5.90E-10
bta-miR-211	-3.498	1.10E-09	4.44E-09
bta-miR-210	-3.620	2.75E-136	5.93E-135
bta-miR-181b	-3.765	6.48E-255	3.57E-253
bta-miR-139	-3.882	2.68E-11	1.24E-10
bta-miR-122	-3.967	1.08E-04	2.89E-04
bta-miR-3660	-4.084	5.15E-24	3.65E-23
bta-miR-504	-4.236	6.94E-10	2.92E-09
bta-miR-2285t	-4.422	1.10E-110	1.94E-109
bta-miR-223	-4.695	3.20E-04	8.36E-04
bta-miR-486	-4.895	0.00E+00	0.00E+00
bta-miR-2300a-5p	-5.064	1.48E-02	3.15E-02
bta-miR-224	-5.095	1.41E-02	3.01E-02
bta-miR-181a	-5.181	0.00E+00	0.00E+00
bta-miR-95	-5.889	4.90E-37	4.26E-36
bta-miR-6121-3p	-5.899	2.79E-47	2.71E-46
bta-miR-551b	-6.038	2.36E-03	5.58E-03
bta-miR-599	-6.080	2.23E-03	5.28E-03
bta-miR-149-3p	-6.178	1.78E-03	4.30E-03
bta-miR-30a-5p	-6.322	0.00E+00	0.00E+00
bta-miR-149-5p	-6.712	0.00E+00	0.00E+00
bta-miR-2367-5p	-6.834	3.90E-04	1.01E-03
bta-miR-615	-6.902	3.22E-04	8.37E-04
bta-miR-150	-7.331	2.70E-32	2.27E-31
bta-miR-1	-7.466	7.08E-05	1.94E-04
bta-miR-135b	-7.636	4.34E-05	1.20E-04
bta-miR-30f	-7.873	0.00E+00	0.00E+00
bta-miR-133a	-8.041	1.55E-251	7.69E-250
bta-miR-196a	-8.481	2.34E-101	4.00E-100

S2 Table: List of the DE miRNAs in *Theileria*- infected leukocytes (TBL3)

How the deposited data were processed for this re-analysis (not part of the article)

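Small RNA was sequenced by the authors from uninfected and *T. annulata*-infected bovine B cell lines and from an infected macrophage line. The 17 libraries analysed are 2 of BL20 (replicates 2 and 3) and 3 each of TBL20, BL3, TBL3, virulent macrophages (passage 62) and attenuated macrophages (passage 364). Replicate 1 of BL20 was not analysed here. Sample identities were taken from the sample records and the paper, and each column of counts was matched to its library by name.

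The authors isolated RNA with mirVana, made TruSeq small RNA libraries and checked reads with FastQC. They trimmed adapters and annotated known miRNAs with mirTools, aligned reads with SOAP to bosTau7 and used miRBase and Rfam. They deposited raw counts of reads per known mature miRNA, with no normalization and no pooling of replicates, in 1 table per comparison. The submitters' processing notes name bcl2fastq and DESeq2. The versions of SOAP and of these, the mismatches allowed and the treatment of reads that match several miRNAs are not given in the sources used here. The paper called miRNAs with DESeq2 and baySeq. BaySeq (FDR under 0.1) was not run here.

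The tables hold 428 miRNAs for TBL20 and BL20, 496 for TBL3 and BL3 and 489 for macrophages, and no mature miRNA repeats within a table. Each comparison was tested within its own table in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr at a minimum count of 10, quasi-likelihood test, Benjamini-Hochberg adjustment), which tested 254, 304 and 302 miRNAs. Calls were counted at an adjusted p under 0.05, and again with an absolute log2 fold change over 1. Total counts per library ran from 1503735 to 15677041, and the infected B cell libraries were mostly the shallower ones. Where a group has 0 counts, the fold is a bound against 3 counts over the group. With 1 to 3 counts the ratio has a 95% counting interval.

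miRNAs changed the same way in both B cell lines were counted over miRNAs tested in both tables (edgeR calls, one-sided Fisher's exact test per direction). The difference between the lines' infection effects was tested as an edgeR interaction over the 11 B cell libraries, joined by miRNA name. The ratio of the miR-126 arms was taken from raw counts with 0.5 added to each, and compared by exact permutation. The position of *MIR126* within *EGFL7* comes from the annotation of ARS-UCD2.0, which is not the build the authors used, so no coordinates are given.

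miRNAs were named by a rule: those past both criteria with a mean of at least 10 CPM whose libraries did not overlap between groups, up to 8 rises and 8 falls, those the paper's text names, those that S1 and S2 Tables both list, and members of the lists as examples. The lists were the miR-126 arms, the miR-23a/27a/24-2 cluster and its paralog, the miR-99/100, let-7 and miR-125 clusters, the X-linked miR-105 and miR-767 cluster, the miR-17-92 cluster and paralogs, the let-7, miR-30, miR-181, miR-200, miR-34 and miR-449, miR-15 and miR-16, and miR-29 families, the DLK1-DIO3 cluster, miRNAs induced by inflammation through NF-κB, and markers of lymphoid, myeloid, red, muscle, liver, mesenchymal and neural cells. Rule, lists, and the tests and alternatives not named as later additions were fixed before the data were examined. The values of S1 and S2 Tables had already been seen. The tests of carry-over, of shared reads, of abundant miRNAs and of depth in macrophages were chosen after the results were seen. Lists with at least 3 tested members were tested with camera of limma 3.58.1 (preset correlation 0.01), adjusted over the lists of a comparison.

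Alternatives were DESeq2 1.42.0, RLE factors, library size only, upper quartile factors, no filter, a filter at 50 counts, the replicate number as a block, all 17 libraries in one fit, leaving out the most abundant miRNA, leaving out each library, a test against a 2-fold change itself, an offset of 1 for the arm ratio, and for lists an estimated correlation and the rotation test fry. Thinning every library of a comparison to its smallest total, and the arm ratio with each library left out, were added after the data had been seen. An alternative for repeated miRNAs gave no value because none repeats.

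Replicates were compared before use. Within a group the correlation of log counts was 0.979 to 0.988 for the B cells of the TBL20 comparison, 0.989 to 0.995 for those of TBL3 and 0.993 to 0.996 for macrophages, and every pair differed by more than sampling noise (chi-square per degree of freedom at least 58.4), so none was counted as a repeat.

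The scripts were tested on simulated counts with known changes, drawn from the real library totals and from means over all libraries of a comparison. Apart from the known changes, as many rises as falls, both groups shared these means. The simulation thus had no shift in composition like that between the real B cell groups, and does not give the recovery under such a shift. Rates are over changed miRNAs that passed the filter. edgeR recovered 41.7% of the 2-fold and 90.5% of the 4-fold changes in TBL20 (236 miRNAs tested), 66.7% and 95.7% in TBL3 (296) and 79.2% and 95.2% in macrophages (292), with 0, 0 and 2 false calls. The test of the difference between B cell lines recovered 73.9% of 4-fold differences (292 tested), with 1 false call. In macrophages, a list of 6 members raised 2-fold passed camera (limma, adjusted p = 6.55e-27) and 0 of 20 random lists did. Simulated carry-over at 5% of the macrophage level gave a mean share of 5.04% and a ratio of 1.32 between the 90th and 10th percentiles over 24 miRNAs. Figures were drawn with matplotlib 3.10.9.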

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

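The tests of carry-over, of shared reads and of abundant miRNAs were chosen after the results were seen, the last in place of scaling by library size only, which was set before but raises nearly all miRNAs and so decides nothing. Thinning was added later, and the other tests were set before.

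The infection effect differed between the B cell lines for 135 of 310 miRNAs tested jointly (edgeR interaction, adjusted p under 0.05, 157 at an unadjusted p under 0.05, 154 by DESeq2), 59 with a larger and 76 with a smaller value in TBL3. Of the 26 miRNAs examined singly, which are those both S1 and S2 Tables list and miR-155, 17 differed, with edgeR adjusted p between 2.15e-08 and 1.73e-04. As the TBL3 effect minus the TBL20 effect on the log2 scale, the rise was larger in TBL3 for miR-100 (5.27), miR-6526 (4.41), miR-125b (4.06), miR-126-5p (3.43, standard error 0.54, edgeR adjusted p = 6.67e-05), miR-24-3p (3.32), miR-27a-3p (3.03), miR-146a (2.26), miR-23a (1.90) and miR-155 (1.82). The fall was larger in TBL3 for miR-196a (-6.18), miR-30f (-4.21), miR-30a-5p (-3.87), miR-149-5p (-3.59), miR-133a (-2.27) and miR-486 (-2.11). miR-767 (6.21) has no count in BL3, so that its value depends on the prior count, and miR-204 (10.02) rests on 6 counts in BL3 and 5 in TBL20.

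In macrophages 17 miRNAs outside those that both S1 and S2 Tables list or the paper's text names differed between attenuated and virulent cells (10 higher, 7 lower, and 10 of them by more than 2-fold, by edgeR). For infected B cells, S1 Table lists miR-34c and let-7b of them and S2 Table miR-449b, miR-449c, miR-193b and miR-95. The largest by the naming rule were miR-34c (-3.99), miR-10a (-2.58), miR-365-5p (1.35), miR-449b (1.29), miR-95 (-1.15) and miR-193b (1.11), as log2 fold changes.

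Higher levels in both infected B cell lines were found for 24 miRNAs. RNA or reads carried over from macrophages, as the 1 source of all rises, would bring each at about the same share of its macrophage level. This was examined over the 18 of them at 10 CPM or more in virulent macrophages. The 90th percentile of the gained share was 52.3 times the 10th in TBL3 and 67.8 times in TBL20. These values argue against carry-over as the 1 source of all 18. They do not bear on rises with small shares, which a little carry-over could bring. In TBL20 miR-126-5p gained 1.25% of its macrophage level, miR-126-3p 0.280%, miR-27a-3p 0.662% and miR-146a 0.956%, against 44.3% for miR-125b. In TBL3 miR-126-5p gained 10.8% and miR-126-3p 13.8%. There miR-27a-3p (182%), miR-146a (111%) and miR-125b (158%) gained more than their whole macrophage level, which carry-over alone cannot bring. Against a difference in depth, 16 of the 24 were called higher in both lines after thinning to the smallest total. Leaving out the miRNAs that hold over 10% of the counts of any library (miR-181a and miR-92a, and in TBL20 miR-486) kept 22 of the 24 called higher in both. miR-199a-3p and miR-216b then had too few counts to be tested in TBL20. The median shift of the log2 fold changes was -0.047 in TBL20 and -0.025 in TBL3. TMM by default trims the most abundant and the most changed miRNAs when it sets its factors. A small shift was therefore likely in advance, and the test says little on whether the scaling is right. Whether the bulk of miRNAs was unchanged, as TMM assumes, was not tested by this. No source used here assigns libraries to different instruments, so an instrument effect was not tested, and the paper reports that qRT-PCR of miRNAs picked at random, and of miR-126-5p, went the same way as its sequencing. An instrument effect, divergence of lines that were kept apart, which was not tested either, and a response to infection all stay open. So does carry-over for the rises with small shares, on which the next paragraph gives further values for TBL3. No value here decides between them.

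miR-105b and miR-767, of the X-linked cluster, were higher in all 3 comparisons, miR-105b in TBL3 on 20 counts only, too few to be tested without any 1 BL3 library. Reads of the near-identical miR-105a counted as miR-105b at a fixed share would leave the count of miR-105b over that of miR-105a no higher than in macrophages (at most 0.424 in a library), but in TBL20 it was at least 1.47, while in TBL3 (at least 0.368, on few counts) and in attenuated macrophages (at least 0.328) the ratio leaves this open for miR-105b. Carry-over from macrophages would in TBL20 need a share of at least 49.7% of the macrophage level for miR-105b and miR-767, and 50 of 76 miRNAs of at least 1000 CPM in virulent macrophages, miR-21-5p and miR-126-5p among them, stayed far below it (34 of 76 at the 12.9% that miR-105a gained). In TBL3 a share of 3.24% would do. There 4 of 76 (miR-181c, miR-182, miR-450b and miR-9-5p) stayed far below it in every infected library (2 of 76 at the 1.51% that miR-105a gained). These are fewer than the 5 asked for, so that the test as set does not decide. Carry-over of the whole macrophage profile would have raised these 4 too, so that they argue against it at that share. Expression of the cluster in the infected cells stays an open hypothesis, beside an instrument effect and divergence of the lines, which were not tested.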

How the results depend on the processing

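Thinning to 1 depth and the arm ratio with each library left out were chosen after the data had been seen, and the other alternatives before. Over all alternatives, 352 values for counts, lists and miR-126 kept their direction and side of the threshold or stayed within 1.5 times. Of the others in this set, 16 counts moved further, 32 values for lists newly passed, 16 values no longer passed and no called value reversed. The lists were tested anew only with an estimated correlation and with fry, not under other scalings. The arm ratio in TBL20, which has no test, changed its sign, from -0.26 to 0.63 with an offset of 1 and to 0.24 without TBL20 replicate 2, so that it has no direction. Single miRNAs were tallied in 77 results, those named by the rule without the list examples and the miR-126 arms. Of their 1165 values 1148 did not change their side, 11 no longer passed (miR-2461-3p and miR-211 in TBL20, miR-6526 and miR-95 in macrophages), 6 newly passed (miR-30a-5p and miR-146a in macrophages) and 0 reversed. An alternative that left a miRNA untested gave no value, so that calls lost in this way are outside the tally. Among them in TBL3 are miR-105b without any 1 BL3 library and miR-767 at a minimum of 50 counts. Calls of other single miRNAs ended too, as given where they are named. Some reversed with library size only, as in the miR-15 and miR-16 family in TBL3 (6 lower, then 3 higher and 1 lower). Where nothing else is said, the cause was not tested.

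With library size only, 176 miRNAs changed in TBL20 and 148 over 2-fold, 85 were higher and 11 lower in both lines, and 10 of the shared miRNAs passed in macrophages. Without filter 34 passed in macrophages and 7 of the shared ones. With at least 50 counts, which tests fewer miRNAs, 15 were higher in both lines. With all 17 libraries in one fit, 9 changed in macrophages and 8 over 2-fold. A test against a 2-fold change, which asks for more than the criteria used, left 48 in TBL20 and 5 in macrophages. Thinned to 1 depth, 11 were lower in both lines. DESeq2 called 82 in TBL20, 234 in TBL3 and 26 in macrophages. For TBL20 this is fewer than the paper's own DESeq2 count at the same adjusted p, and baySeq enters neither count.

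miR-126-5p was higher under every alternative in TBL20 (3.72 to 5.33) and TBL3 (7.58 to 9.16), and in macrophages lay between -0.157 and 0.061. miR-126-3p in TBL20 has no value with at least 50 counts, when thinned or without TBL20 replicate 1, since too few counts are left to test. An alternative for repeated miRNAs gave no value because none repeats.

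With each library left out in turn, the counts were 51 to 103 in TBL20 (51 without BL20 replicate 2, 58 without replicate 3, where the lone library is assumed to vary like the others), 204 to 230 in TBL3 and 14 to 25 in macrophages (14 without virulent replicate 3). Over 2-fold they were 51 to 75, 160 to 182 and 11 to 13. Shared by both lines were 17 to 26 higher and 14 to 20 lower, of which 3 to 5 passed in macrophages, and 109 to 133 differed between the lines. miR-126-5p was at 3.93 to 4.52 in TBL20, 7.58 to 8.43 in TBL3 and -0.056 to 0.0155 in macrophages, and miR-126-3p at 6.91 to 7.26 (not called without BL20 replicate 2 or 3), 6.84 to 7.06 and 0.21 to 0.46. The log2 arm ratio differed by -0.91 to 0.24, 0.80 to 1.59 and -0.49 to -0.26.

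With an estimated correlation, the camera calls of lists ended in both B cell lines, and that of the miR-105 and miR-767 list in macrophages held (adjusted p = 0.0334). In TBL20 the adjusted p was then 0.263 for the miR-23a, miR-99/100 and myeloid lists and 0.230 for the miR-105 and miR-181 lists. In TBL3 it was 0.217 for the miR-23a, miR-99/100, let-7, miR-15, lymphoid, myeloid and mesenchymal lists, 0.226 for miR-30 and 0.355 for miR-29. The rotation test fry, which does not compare a list with other miRNAs, passed further lists. In one direction its adjusted p in TBL20 was 0.0140 (miR-30), 0.0296 (NF-κB-induced) and 0.00386 (lymphoid, mesenchymal), and in TBL3 3.70e-04 (miR-17-92), 7.30e-05 (miR-181), 1.50e-05 (miR-34), 0.00381 (DLK1-DIO3), 6.05e-04 (NF-κB-induced) and 0.0167 (neural). For change in either direction it was in TBL20 8.01e-04 (miR-17-92, let-7, NF-κB-induced, lymphoid), 8.98e-04 (miR-30), 0.00113 (miR-15) and 0.00878 (mesenchymal), in TBL3 1.96e-05 (miR-17-92), 1.14e-05 (miR-181), 1.62e-05 (miR-34), 0.00475 (DLK1-DIO3), 4.19e-07 (NF-κB-induced) and 0.00562 (neural), and in macrophages 0.0163 (miR-23a), 0.0399 (miR-17-92, miR-15, mesenchymal), 0.0320 (let-7, NF-κB-induced), 0.0260 (miR-30), 1.13e-04 (miR-34) and 0.00845 (lymphoid).

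Groups share replicate numbers, but deviations of libraries with the same number did not go together in every pair. The correlations were 0.05 and 0.12 in TBL20, -0.17 to -0.02 in TBL3 and -0.23 to 0.12 in macrophages. With 2 or 3 libraries in a group, these values cannot show whether the numbers pair the samples. The 2 BL20 libraries deviate as mirror images of each other, so that their values carry little. With a replicate block, 112 miRNAs changed in TBL20, 220 in TBL3 and 31 in macrophages, against 100, 230 and 22 without it. In TBL20 the block leaves TBL20 replicate 1 without a BL20 partner, so that it adds nothing to the contrast. With the block, 111 differed between the lines. On simulated counts, 41.7% of 2-fold changes were recovered in TBL20, 66.7% in TBL3 and 79.2% in macrophages. The simulation lacked the shift in composition of the real B cell libraries. The comparisons differ in depth, in number of libraries and in spread, so that no effect of depth alone can be read from these values.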

Differences from the paper's values

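Thinning was chosen after the values were seen, and the other alternatives were set before the data were examined.

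The paper reports 9 miRNAs up-regulated in both B cell lines and 24 were counted here, at the paper's adjusted p and fold change but without its baySeq criterion. None of the alternatives closes this difference. They give 21 (DESeq2), 23 (RLE factors, upper quartile factors, no filter, replicate block), 85 (library size only), 15 (at least 50 counts), 36 (all 17 libraries) and 22 (without the most abundant miRNA). Down-regulated in both were 10 in the paper and 18 here. DESeq2 (15), library size only (11) and at least 50 counts (12) come within 1.5 times of the paper's count, and RLE factors (18), upper quartile factors (18), no filter (21), the replicate block (19), all 17 libraries (24) and leaving out the most abundant miRNA (19) do not. Thinning, chosen after seeing the values, gives 11, and drops 3 of the 9 shared fallers of the paper's tables that are called here.

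The paper's S1 and S2 Tables themselves hold 13 miRNAs up and 11 down in both. Against the 13, at least 50 counts (15) comes within 1.5 times, though it no longer calls 4 of the 12 of them that are called here, and so does thinning (17), chosen after seeing the values, which drops 3 of the 12. Against the 11, DESeq2, library size only and at least 50 counts come within 1.5 times as above.

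S2 Table lists 62 miRNAs for TBL3 (paper's count), and 174 passed here without baySeq. No alternative closes this, the counts lying between 123 (at least 50 counts) and 204 (library size only), with 140 for a test against a 2-fold change itself.

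All miRNAs of S1 and S2 Tables tested here went the same way as in the paper (42 in TBL20, 55 in TBL3). By more than the spread between libraries, 11 log2 fold changes of S1 Table and 0 of S2 Table differ from those of edgeR, but for 10 of the 11, all but miR-320a, the paper's value lies within the 95% interval of the fit. Of the 11, 6 are of miRNAs that S1 Table alone lists. The paper gives 3.298 for miR-145 (4.25 here) and 3.090 for miR-205 (4.17), both with 1 count in BL20 and counting intervals that hold the paper's values. It gives 2.451 for miR-143 (2.28), 1.836 for miR-34c (1.59), -2.620 for miR-320a (-1.32) and -2.649 for miR-181c (-3.40), and the alternatives were not compared for these. The other 5 are of miRNAs that both tables list. For miR-133a the paper's value is -5.754 and that here -6.04. At least 50 counts (-5.76), the replicate block (-5.87) and all 17 libraries (-5.84) come within the error, and so does thinning (-5.92), which was chosen after seeing the values and drops 12 of the 42 miRNAs of S1 Table called here. For miR-196a the paper gives -2.354 and the value here is -2.59, closed by DESeq2 (-2.56), RLE factors (-2.57), at least 50 counts (-2.32) and all 17 libraries (-2.39). For miR-30a-5p the paper gives -2.373 against -2.67, closed by DESeq2 (-2.65), at least 50 counts (-2.39) and all 17 libraries (-2.48). For miR-486 the paper gives -2.931 against -3.02, closed by the replicate block (-2.99). With the block, here and for miR-133a, TBL20 replicate 1 has no BL20 partner and adds nothing to the contrast. For miR-767 the paper gives 2.558 against 2.35, closed by at least 50 counts (2.63) and all 17 libraries (2.53). No other alternative set before the data were examined brings these values within the error.

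The 7 miRNAs of S1 Table and the 7 of S2 Table that are not called here all had too few counts for the filter. Without filter, 6 of the 7 of S1 Table are called (all but miR-485, and 1 other is dropped, so that 47 of 49 are called in all) and 7 of the 7 of S2 Table (62 of 62). DESeq2 calls miR-204, miR-2394, miR-432 and miR-370 of S1 Table and drops 6 others (40 of 49), and it calls 6 of the 7 of S2 Table, all but miR-105a (61 of 62). With all 17 libraries in one fit, miR-204, miR-615 and miR-2394 of S1 Table and miR-105a of S2 Table are called, and 3 others of S1 Table (42 of 49) and 11 of S2 Table (45 of 62) are dropped.

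The paper states that miR-126-5p is lower in attenuated than in virulent macrophages, from its sequencing and from qRT-PCR against a reference RNA. It also reports that AGO2 precipitates held readily detected miR-126-5p in virulent macrophages alone. The qRT-PCR and the AGO2 assay are other measures than counts relative to the other miRNAs. In the counts here the log2 fold change of miR-126-5p was -0.03, with a 95% interval of -0.25 to 0.20. Its rise in TBL20 (4.20) and TBL3 (7.97) has the direction the paper gives. The paper further states, citing its qRT-PCR, that miR-126-3p stays low, and its S1 and S2 Tables list miR-126-3p as up, by 3.939 and 6.941. In TBL20 it was low here too, at 2.63 CPM on 52 counts (0 in BL20), and its call ends without either BL20 library. Here miR-126-3p was at a log2 fold change of 7.00 in TBL3 and at 1221 CPM in virulent and 1574 CPM in attenuated macrophages, below miR-126-5p in each group.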

Other observations

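The test of depth for miR-126-5p was chosen after its result was seen, and the others were set before.

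In TBL3, of 15 tested members of the miR-17-92 cluster and its paralogs, which promote B cell growth, 10 were lower, 2 higher and 3 did not pass an edgeR adjusted p of 0.05 (10 lower and 2 higher adjusted over the list alone, camera of limma, adjusted p = 0.0838), but with library size only 9 were higher and 2 lower. The call of miR-17-3p ends with the replicate block or without TBL3 replicate 3, and that of miR-19a without BL3 replicate 3 or TBL3 replicate 2 or 3. All 6 members of the miR-15 and miR-16 family, which restrains the cell cycle, were lower (6 adjusted over the list alone, camera adjusted p = 0.0458, and adjusted p = 0.217 with an estimated correlation), where 3 were higher and 1 lower with library size only. All 3 miR-29 members were lower (3 adjusted over the list alone, camera adjusted p = 0.0458, and adjusted p = 0.355 with an estimated correlation), 2 of them with library size only. Of 4 miR-181 members 2 were lower and miR-181c was higher, the latter not with RLE or upper quartile factors, DESeq2 or no filter, nor without any 1 BL3 library or TBL3 replicate 2 (camera adjusted p = 0.0713). Of 5 miR-34 and miR-449 members 3 were higher and 2 lower (3 and 0 with library size only, camera adjusted p = 0.250), and of 4 tested miRNAs of the imprinted DLK1-DIO3 cluster 3 were higher (camera adjusted p = 0.574). Of these 3, miR-380-3p is not called with DESeq2, no filter or all 17 libraries in one fit or without TBL3 replicate 1 or 3, miR-380-3p and miR-410 are not tested without any 1 BL3 library, and none is tested at a minimum of 50 counts or when thinned. The NF-κB-induced miRNAs went both ways, 4 higher and 4 lower of 9 (5 and 2 with library size only, camera adjusted p = 0.745), and the call of miR-146b ends without BL3 replicate 1 or 2 or TBL3 replicate 2. Neural markers were 1 higher and 2 lower of 3 (camera adjusted p = 0.574), and the 2 tested muscle miRNAs were lower. let-7c fell in TBL20 and rose in TBL3, a difference between the lines of 9.15 on the log2 scale (standard error 0.43, edgeR adjusted p = 1.47e-10).

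In TBL20, both miR-126 arms were higher (2 of 2), as in TBL3 (2 of 2), and miR-34c was the 1 tested member of its family. Of 6 miR-15 and miR-16 members miR-497 was higher and miR-15a lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.760, 4 higher with library size only), and the call of miR-15a ends without either BL20 library or TBL20 replicate 2. Neither of 2 tested miR-29 members passed (1 higher with library size only). Of 2 DLK1-DIO3 miRNAs 1 was lower, miR-127, and of 2 neural ones 1 was lower (miR-128, not without either BL20 library or TBL20 replicate 2), where with library size only 1 was higher and 0 lower. Counts adjusted over the list alone were the same for these lists and for those of TBL3 above. In macrophages 0 members passed of the miR-126 arms (2 tested), the miR-23a cluster (8), the miR-99/100 clusters (5), the miR-17-92 cluster (14), the miR-30 (5), miR-181 (4), miR-15 and miR-16 (6), miR-29 (3) and miR-200 (2) families and the neural (5) and red cell (1) markers, and no DLK1-DIO3, muscle or liver miRNA was tested. Adjusted over the list alone, 2 of the miR-15 and miR-16 family were higher and 1 of the miR-30 family lower, and with library size only 1 of the miR-23a cluster and 1 of the miR-30 family were lower. Of 8 let-7 members 1 was lower, of 10 NF-κB-induced miRNAs 1 was higher and 1 lower, and of 6 lymphoid ones 1 was higher (adjusted over the list alone 0 and 1, 1 and 1, and 1 and 1). Camera's adjusted p for these and the other lists that did not pass lay between 0.599 and 0.985, and for the NF-κB-induced (median log2 fold change 0.0875) and neural lists (0.00664) its direction was down although the median was above 0. miR-223, abundant in neutrophils and monocytes, had counts of 0, 0 and 2 in virulent and 0, 0 and 1 in attenuated macrophages. The red cell miR-451 had at most 21 counts in any library.

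miR-126-5p was at like levels in virulent and attenuated macrophages, where the paper states a fall. Too low a depth would let the interval of the log2 fold change reach -1, but its lower end was -0.25. A single aberrant or wrongly labelled library would show when left out, but the lowest value with 1 library left out was -0.056. A fall of all miRNAs together in attenuated cells cannot be told apart from no change, since the counts have no spike-in and their median log2 fold change, 0.0265, is set by the scaling. The paper also measured miR-126-5p by qRT-PCR against a reference RNA, which is not scaled to the other miRNAs. Passage 364 against passage 62 stays as a biological difference between these cells that was not tested further.

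The 6 libraries of a comparison with 3 against 3 make 10 splits, too few for a share under 0.05. In TBL3 against BL3, 1 of the 10 splits, the real one, gave as many miRNAs (230, the highest other 0), 1 as many over 2-fold (174, the highest other 0) and 1 as many lists past camera (9, the highest other 4). In macrophages 1 split gave as many miRNAs (22, the highest other 0) and 1 as many over 2-fold (13, the highest other 0), and 2 splits gave as many lists (1, the highest other 1).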
